# Key circRNAs from goat: discovery, integrated regulatory network and their putative roles in the differentiation of intramuscular adipocytes

**DOI:** 10.1186/s12864-023-09141-7

**Published:** 2023-01-28

**Authors:** Du Yu, Li Xin, Xu Qing, Zhang Hao, Wang Yong, Zhu Jiangjiang, Lin Yaqiu

**Keywords:** NcRNAs, Adipocyte differentiation, Interaction network, Goat

## Abstract

**Background:**

The procession of preadipocytes differentiation into mature adipocytes involves multiple cellular and signal transduction pathways. Recently. a seirces of noncoding RNAs (ncRNAs), including circular RNAs (circRNAs) were proved to play important roles in regulating differentiation of adipocytes.

**Result:**

In this study, we aimed to identificate the potential circRNAs in the early and late stages of goat intramuscular adipocytes differentiation. Using bioinformatics methods to predict their biological functions and map the circRNA-miRNA interaction network. Over 104 million clean reads in goat intramuscular preadipocytes and adipocytes were mapped, of which16 circRNAs were differentially expressed (DE-circRNAs). Furthermore, we used real-time fluorescent quantitative PCR (qRT-PCR) technology to randomly detect the expression levels of 8 circRNAs among the DE-circRNAs, and our result verifies the accuracy of the RNA-seq data. From the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the DE-circRNAs, two circRNAs, circ_0005870 and circ_0000946, were found in Focal adhesion and PI3K-Akt signaling pathway. Then we draw the circRNA-miRNA interaction network and obtained the miRNAs that possibly interact with circ_0005870 and circ_0000946. Using TargetScan, miRTarBase and miR-TCDS online databases, we further obtained the mRNAs that may interact with the miRNAs, and generated the final circRNA-miRNA-mRNA interaction network. Combined with the following GO (Gene Ontology) and KEGG enrichment analysis, we obtained 5 key mRNAs related to adipocyte differentiation in our interaction network, which are FOXO3(forkhead box O3), PPP2CA (protein phosphatase 2 catalytic subunit alpha), EEIF4E (eukaryotic translation initiation factor 4), CDK6 (cyclin dependent kinase 6) and ACVR1 (activin A receptor type 1).

**Conclusions:**

By using Illumina HiSeq and online databases, we generated the final circRNA-miRNA-mRNA interaction network that have valuable functions in adipocyte differentiation. Our work serves as a valuable genomic resource for in-depth exploration of the molecular mechanism of ncRNAs interaction network regulating adipocyte differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09141-7.

## Introduction

Intramuscular fat (i.m.) content is a determinant of edible flavor of the meat of farm animals. Unlike subcutaneous and visceral fat content, in the livestock industry, higher levels of intramuscular fat content have been shown to help improve flavor and palatability of meat [1, 2]. Adipogenesis consists of two phases, namely commitment and terminal differentiation. Preadiposcyte (brown or white or brite) presenting throughout adult life, it can differentiate and proliferate from distinct progenitor cells [3]. Examine the signaling cascades and regulation behind adipogenesis and adiposcyte differentiation, may provide insight into the plasticity of adipose tissue and the development of new techniques in animal husbandry. Numerous studies have demonstrated that adipocyte formation and deposition is a complex and precisely orchestrated process that mediated by a series of adipocyte regulatory factor networks. In it, the roles of ncRNAs in regulatory adipocyte differentiation, proliferation and fat deposition cannot be ignored [4–7]. However, the endogenous regulatory pathways and functions for most ncRNAs are still unclear. Thus, summarizing and mining new interactive networks is of substantial significance to explore the regulatory mechanisms of intramuscular adipocyte differentiation and deposition.

Benefiting from the development of high-throughput sequencing and computer analysis techniques, the classifications of ncRNAs are becoming more specific. Nowadays, it has been realized to identified differentially enriched ncRNAs in tissues of different growth conditions or different developmental stages, this promotes more accurate and efficient in-depth exploration the functions of ncRNAs [8, 9]. For adipocyte differentiation, lots of ncRNAs have been shown their functional roles in many signaling pathways. Such as, mTOR [10], PI3K/Akt [11], MAPK [12], TGFβ [13] and Wnt [14] signaling pathways, and so on. CircRNAs as a type of ncRNA, characterized by a covalently closed-loop structure in which a downstream 5′ splice site (ss) is joined with an upstream 3′ ss, and often exhibit cell-type-specific and tissue-specific patterns [15, 16]. Natural circRNAs received high attention cause their efficient sponge roles [17]. For example, CircFUT10 promotes adipocyte proliferation and inhibits adipocyte differentiation in cattle via sponging let-7 [4]. Recently, identification lnc/circRNA-miRNA-mRNA competitive endogenous RNA network, find their interacts became a development direction in-depth research ncRNAs. For instance, study found that LncRNA CCDC26 interacts with CELF2 protein can enhance mice myeloid leukemia cell proliferation and invasion via the circRNA_ANKIB1/miR-195-5p/PRR11 Axis [18]. From the various studies on ncRNAs we can know that ncRNAs are involved in a broad regulatory network and play critical roles under different conditions [15, 19, 20]. While, there are very few related studies on the regulatory network of ncRNAs in the field of intramuscular adipocyte differentiation.

Here, we choose Jianzhou Goat, a goat breed in Chinese southwest, that well-received for its high meat percentage and high intramuscular fat content [16, 17]. Illumina HiSeq method was used to compare the transcriptomes data of goat intramuscular adipocytes differentiation. We purposed to find the differentially and highly expressed circRNAs between the early and late stages of intramuscular adipocytes differentiation. Explored their expression profiles and further predicted their possible interaction relationships. This work serves as a valuable genomic resource for in-depth exploration of the molecular mechanism of ncRNAs interaction network regulating adipocyte differentiation.

## Results

### CircRNAs mapped in goat intramuscular preadipocytes and adipocytes

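RNA depleted of ribosomal RNA was sequenced from 5 samples of goat intramuscular preadipocytes (IMPA, day 0 of induction) and 5 samples of intramuscular adipocytes (IMA, day 3 of induction in a medium with 50 µmol/L oleic acid). The cells came from 3 goats, and the paper's text does not state which goat each of the 10 libraries came from. With 3 goats, the 5 libraries of a group cannot all be separate animals, so the SDs and p values here describe libraries and may overstate what holds between animals. The authors called circRNAs from reads that span a back-splice junction, the join of a downstream splice donor to an upstream splice acceptor, and kept a circRNA where find_circ, with a read count of at least 2, and CIRI2 gave the same location. They deposited the junction read count of 1327 circRNAs in each library and a value named TPM, which equals the count per 1000000 junction reads of the library without a term for length. The libraries held 11421 to 15553 junction reads in IMPA (median 14156) and 9622 to 12499 in IMA (median 10234). A single junction read corresponded to 64.3 to 87.6 TPM in IMPA and to 80.0 to 104 TPM in IMA. A count of 0 allows up to 3 reads, which is 193 to 263 TPM in IMPA and 240 to 312 TPM in IMA, and this limit covers counting error only. The limit takes a 0 as no reads, and it is too low where a 0 stands for 1 read, since no count of 1 occurs. It does not hold either where a 0 means that a circRNA was not called in a library, as some zeros of abundant circRNAs leave possible. Of all counts above 0, 68.8% were under 10. Per 1000000 clean reads, 150 ± 16.9 junction reads (SD, n = 5) were counted in IMPA and 113 ± 8.66 (SD, n = 5) in IMA (exact permutation test of the means, two-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow; Benjamini-Hochberg adjusted p = 0.0159 over 4 measures per library). Per 1000000 uniquely mapped reads of Table 1, the order was opposite, with 183 ± 11.5 (SD, n = 5) in IMPA and 207 ± 2.01 (SD, n = 5) in IMA (exact permutation p = 0.00794). The uniquely mapped share of the clean reads in Table 1 was 73.65% to 87.33% in IMPA and 51.25% to 60.82% in IMA. No sequencing batch is given for the libraries, and these shares separate them in the same way as the stage of induction does, so that a technical difference between the groups cannot be told apart from the stage in these measures.

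**Figure D1:**
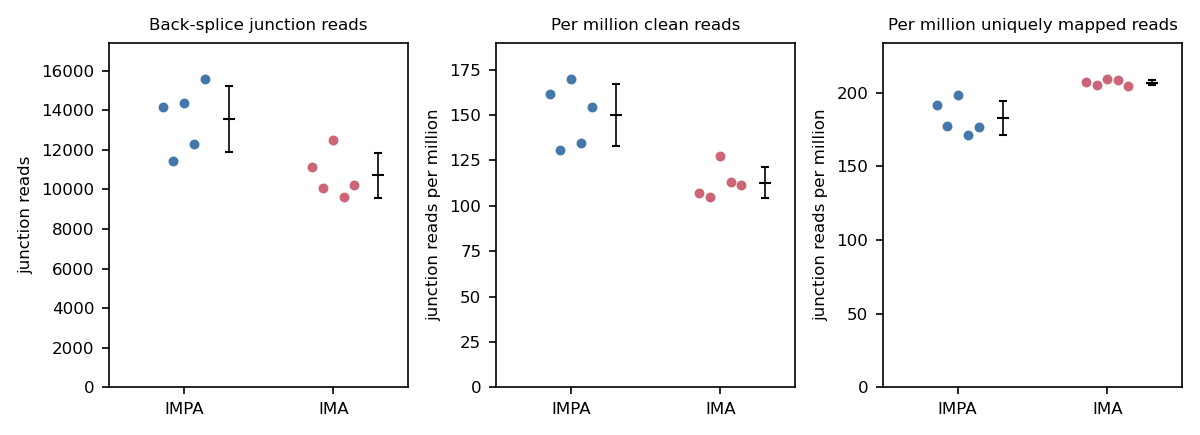
Back-splice junction reads per library as a number, per 1000000 clean reads and per 1000000 uniquely mapped reads. Points are libraries, and bars give the mean and SD of 5; IMA libraries lie lower relative to clean reads (105 to 127 against 130 to 170) and higher relative to uniquely mapped reads (205 to 209 against 171 to 198).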

Using the illumina HiSeq high-throughput assay platform, we mapped 88–100 and 85–104 million clean reads in goat intramuscular preadipocytes (IMPA) and intramuscular adipocytes (IMA), respectively (Table 1), and the error rate along reads < 0.5% (Fig. 1 A). Comparison the circRNAs that mapped in clean reads with HISAT2 software. Among the known types of genes, we found that approximately 75.9% of the reads mapped to protein coding regions, 0.8% mapped to LncRNAs or miscellaneous RNA regions, and 22.4% of the reads were not mapped (Fig. 1 B). 

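Of the 1327 circRNAs with deposited counts, the authors' annotation lists 1274 from exons, 36 from introns and 17 from intergenic sequence. The median spliced length was 320 nt. An IMPA library held junction reads of 1192 ± 12.0 exon-derived circRNAs (SD, n = 5), and an IMA library of 1110 ± 26.7 (SD, n = 5). Intron-derived circRNAs numbered 32.4 ± 1.14 in IMPA and 27.4 ± 3.78 in IMA (SD, n = 5 each), and intergenic circRNAs 12.6 ± 0.894 and 10.8 ± 0.837 (SD, n = 5 each). The exon share was 96.4% ± 0.144 (SD, n = 5) in IMPA and 96.7% ± 0.303 (SD, n = 5) in IMA, a difference of 0.315 percentage points (exact permutation test, two-sided, p = 0.0159; Benjamini-Hochberg adjusted p = 0.0212). Weighted by junction reads, the difference was -0.134 percentage points (exact permutation p = 0.373), and with a count of at least 5 per circRNA it was 0.307 percentage points (exact permutation p = 0.151). It was also no longer past the threshold without IMPA1, IMPA2 or IMPA5 (exact permutation p = 0.0556 to 0.0635).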

CircRNAs can be derived from exon or intron splicing, and we found exon-derived circRNAs were occupied the majority in this study (Fig. 1 C). In addition, the density of read circRNAs were counted in each chromosome, we showed the Top10 chromosomes in the genome (Fig. 1 D), and the total number of mappings on the chromosomes (Fig. 1 E). The longer the length of the entire chromosome, the more total mapped reads in the chromosome. 

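The circRNAs were placed on 30 chromosomes, apart from 17 circRNAs on unplaced sequences. Chromosome 1 held 86 circRNAs with 8638 junction reads over the 10 libraries, chromosome 10 held 80 with 8591, and chromosome 3 held 71 with 5887. No reference sequence was used here, so the largest end position of any circRNA on a chromosome was taken as its length. Across chromosomes, the number of circRNAs rose with this length (Pearson's r = 0.748, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman's rho = 0.708, permutation p = 2e-05). Without chromosomes 1 and 2, whose lengths lie farthest from the median, r was 0.669 (permutation p = 9e-05). The summed junction reads gave an r of 0.608 (permutation p = 0.0003) and a rho of 0.599 (permutation p = 0.00062). Without the X chromosome, which the files give in 2 sequences with 25 circRNAs, the r of the circRNA number was 0.808. Relative to length, the number of circRNAs ranged from 2.22 per 10 Mb on chromosome 15 to 7.98 per 10 Mb on chromosome 10. These correlations are across chromosomes pooled over the libraries, and chromosomes are not independent replicates.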

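Junction reads of 1237 ± 12.4 circRNAs (SD, n = 5) were detected in an IMPA library and of 1148 ± 29.7 (SD, n = 5) in an IMA library (exact permutation test, two-sided, p = 0.00794; Benjamini-Hochberg adjusted p = 0.0159). The ranges, 1218 to 1249 and 1110 to 1189, did not overlap. After the counts were thinned at random to the 9622 reads of the smallest library, the means were 1145 ± 15.1 in IMPA and 1120 ± 14.3 in IMA (SD, n = 5 each; exact permutation p = 0.0397), so that most of the difference in number went with depth. All 5 IMPA libraries held reads of 1081 circRNAs, all 5 IMA libraries of 852, and all 10 libraries of 690. The median log10(TPM + 1) was 2.67 ± 0.0240 in IMPA and 2.69 ± 0.0233 in IMA (SD, n = 5 each), a difference within the spread of the libraries (exact permutation p = 0.389). Over counts above 0 alone, the medians were 2.70 ± 0.0145 and 2.75 ± 0.0248 (SD, n = 5 each, exact permutation p = 0.0159). Depth enters this difference, since a read corresponded to more TPM in IMA.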

We next normalized the circRNAs expression patterns of the samples using TPM density distribution map, and our results showed that the number of CircRNAs transcripts in IMPA were slightly less than IMA (Fig. 1 F).

**Table 1:** The RNA-seq mapping reads of goat reference genome

Samples	Raw Reads	Clean Reads	Error Rate	Mapped Reads	Mapping Ratio	Uniquely mapped	Uniquely Mapping Ratio
**IMA1**	**106,965,744**	**104,026,824**	**0.01%**	**58,826,296**	**56.55%**	**53,818,519 **	**51.74%**
**IMA2** **IMA3** **IMA4** **IMA5**	**97,739,340**	**95,783,582**	**0.01%**	**52,467,109**	**54.78%**	**49,088,892**	**51.25%**
**IMA3**	**100,355,022**	**98,296,238**	**0.02%**	**64,127,686**	**65.24%**	**59,783,468**	**60.82%**
**IMA4** **IMA3** **IMA4** **IMA5**	**87,081,698**	**85,127,438**	**0.02%**	**4,935,928**	**57.98%**	**46,064,921**	**54.11%**
**IMA5**	**93,900,560**	**92,052,240**	**0.01%**	**53,774,996**	**58.42%**	**49,952,000**	**54.26%**
**IMPA1**	**89,914,112**	**87,780,640**	**0.02%**	**80,670,979**	**91.9%**	**73,919,641**	**84.21%**
**IMPA2** **IMPA1**	**89,869,988**	**87,544,572**	**0.02%**	**70,588,932**	**80.63%**	**64,477,079**	**73.65%**
**IMPA3**	**86,513,066**	**84,676,776**	**0.02%**	**79,535,538**	**93.93%**	**72,354,034**	**85.45%**
**IMPA4** **IMPA1**	**93,072,522**	**91,173,148**	**0.01%**	**78,490,007**	**86.09%**	**71,794,446**	**78.75%**
**IMPA5**	**103,727,284**	**100,918,664**	**0.02%**	**96,226,399**	**95.3%**	**88,134,788**	**87.33%**

**Fig. 1:**
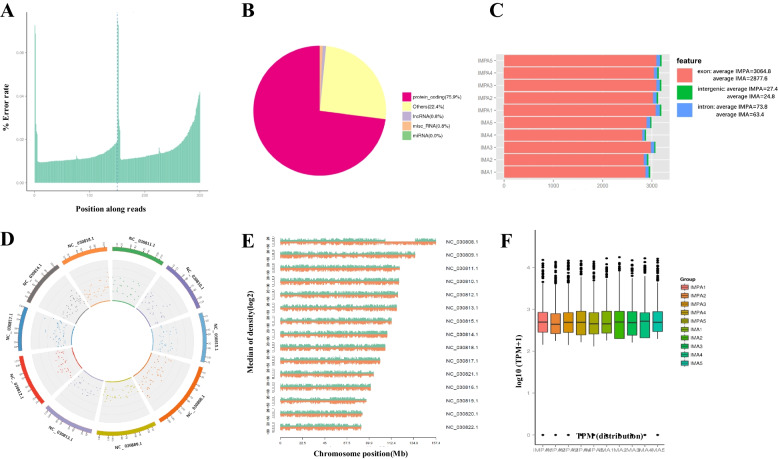
Identification of circRNAs in goat IMPA and IMA. **A** Sequencing error rate distribution, due to the consumption of chemical reagents, the error rate increases with the increase of the sequence length, which is one of the characteristics of illumina HiSeq, and the error rate per base is generally < 0.5%; **B** Clean reads distribution in known types of genes; **C** Source statistics of circRNAs in samples; **D** Density distribution of circRNAs on chromosomes, the outer edge is shown as the top 10 chromosomes, and the gray area in the middle is the distribution of 10,000 reads; **E** Distribution of the reads on each chromosome of the reference genome, sliding window is 1 kb and green is positive chain, red is negative chain; **F** Boxplots of the circRNAs expression levels in the sample, using TPM to normalize statistics

### Differentially expressed circRNAs of goat IMPA and IMA

Based on log2 fold change and TPM density distribution of expression, the DE-circRNAs were identified using TMM normalization and DEGseq [18, 21]. 

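Junction read counts were compared between the 5 IMA and 5 IMPA libraries with edgeR's quasi-likelihood test after TMM normalization, over the 1294 circRNAs with a count above 0 in at least 5 of the 10 libraries. At a Benjamini-Hochberg adjusted p under 0.01, 6 circRNAs were higher and 6 were lower in IMA. At 0.05, 6 were higher and 12 lower, and 170 circRNAs had an unadjusted p under 0.05. The alternative that moved the counts most was an exact binomial test on the summed counts, which leaves out the spread between libraries and called 20 circRNAs higher and 32 lower. The split between the directions depended on scaling: without TMM, 6 circRNAs were higher and 2 lower, and with the uniquely mapped reads as library sizes, 8 were higher and 1 lower. These scalings placed the median log2 fold change of all tested circRNAs at -0.01 and 0.17, against -0.08 with TMM. With each library left out in turn, 5 to 6 circRNAs were higher and 2 to 6 lower, with 2 lower without IMA1, IMPA3 or IMPA5.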

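The IMA and IMPA libraries were set apart in the log2 normalized TPM of the 1294 tested circRNAs. Pearson's r was 0.661 to 0.782 between libraries of 1 group and 0.617 to 0.704 between libraries of different groups. The pseudo-F of the squared distances, which compares distances between groups with those within groups, was 2.23 for IMA against IMPA and at most 1.44 for every other split of the 10 libraries into 5 and 5 (exact permutation test, p = 0.00794). With distances on log10(TPM + 1), the scale of Fig. 2A, it was 2.47, and with distances from Spearman correlations it was 2.80. Average linkage into 2 clusters parted all 5 IMA from all 5 IMPA libraries with Spearman distances. With Euclidean distances, on either scale, it placed 1 IMA library apart from the other libraries.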

For comprehensive observation, we union the differentially expressed CircRNA sets of each experimental sample, and cluster the CircRNAs with log10(TPM + 1) value from large to small according to the TPM value, the hierarchical clustering analysis showed that there were more high-expression CircRNAs in each samples (Fig. 2 A). 

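All 16 circRNAs of Table 2 changed in the direction that Table 2 gives. Adjusted over all tested circRNAs with the Benjamini-Hochberg method, edgeR's test placed 11 of them past 0.01, and adjusted over the list alone 16, though the authors chose the list on these libraries and the second count is not independent evidence. In 15 of the 16, the libraries of the groups did not overlap. Chance gives this for 0.794% of unselected circRNAs, a rate that does not apply to a list chosen on the same libraries. The circRNA of MYBPC1 (circ_0002854, chromosome 5, 64143969 to 64145981) had 0 reads in every IMPA library and 5 to 10 in every IMA library, and was at least 2.84-fold higher in IMA if these zeros are counts and not missing calls (edgeR adjusted p = 0.000189, Benjamini-Hochberg). It is tested only while all 5 IMA libraries are in the comparison, since no other library holds its reads. The circRNA of SLTM (circ_0005478, chromosome 10, 51801889 to 51805740) was at 13386 ± 1227 normalized TPM in IMPA and 9137 ± 869 in IMA (SD, n = 5 each), a log2 fold change of -0.55 (standard error 0.11, edgeR adjusted p = 0.00269, Benjamini-Hochberg). Without IMPA3, which lay above the other IMPA libraries, its adjusted p was 0.0187, and without IMA1 0.0102. For CEMIP (circ_0009677, chromosome 21, 26404025 to 26405703), the log2 fold change was -0.59 (standard error 0.12, edgeR adjusted p = 0.00303, Benjamini-Hochberg), and 4 of the 10 fits that left out a library placed it short of 0.01. Neither SLTM nor CEMIP was past the threshold without TMM or with the uniquely mapped reads as library sizes. The 5 circRNAs of Table 2 short of 0.01 were those of FHOD3, STAC, ITGAV, CAMSAP1 and WWOX. FHOD3 (circ_0010443) was at least 1.93-fold higher in IMA, from 0 to 2 reads in IMPA and 3 to 6 in IMA (edgeR adjusted p = 0.073, Benjamini-Hochberg). STAC (circ_0009924) had 0 to 5 reads in IMPA and 5 to 10 in IMA and a log2 fold change of 2.22 (standard error 0.68, edgeR adjusted p = 0.0922, Benjamini-Hochberg). CAMSAP1 (circ_0005860) and WWOX (circ_0008834) had log2 fold changes of -0.42 and -0.77 (edgeR adjusted p = 0.0529 and 0.0111, Benjamini-Hochberg). The circRNA of EEFSEC (circ_0010189, chromosome 22, 59343961 to 59345009), which Table 2 does not list, was also past the threshold, with a log2 fold change of -1.96 (standard error 0.33, edgeR adjusted p = 0.000213, Benjamini-Hochberg) that rests in part on 2 IMA libraries with 0 reads.

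**Figure D2:**
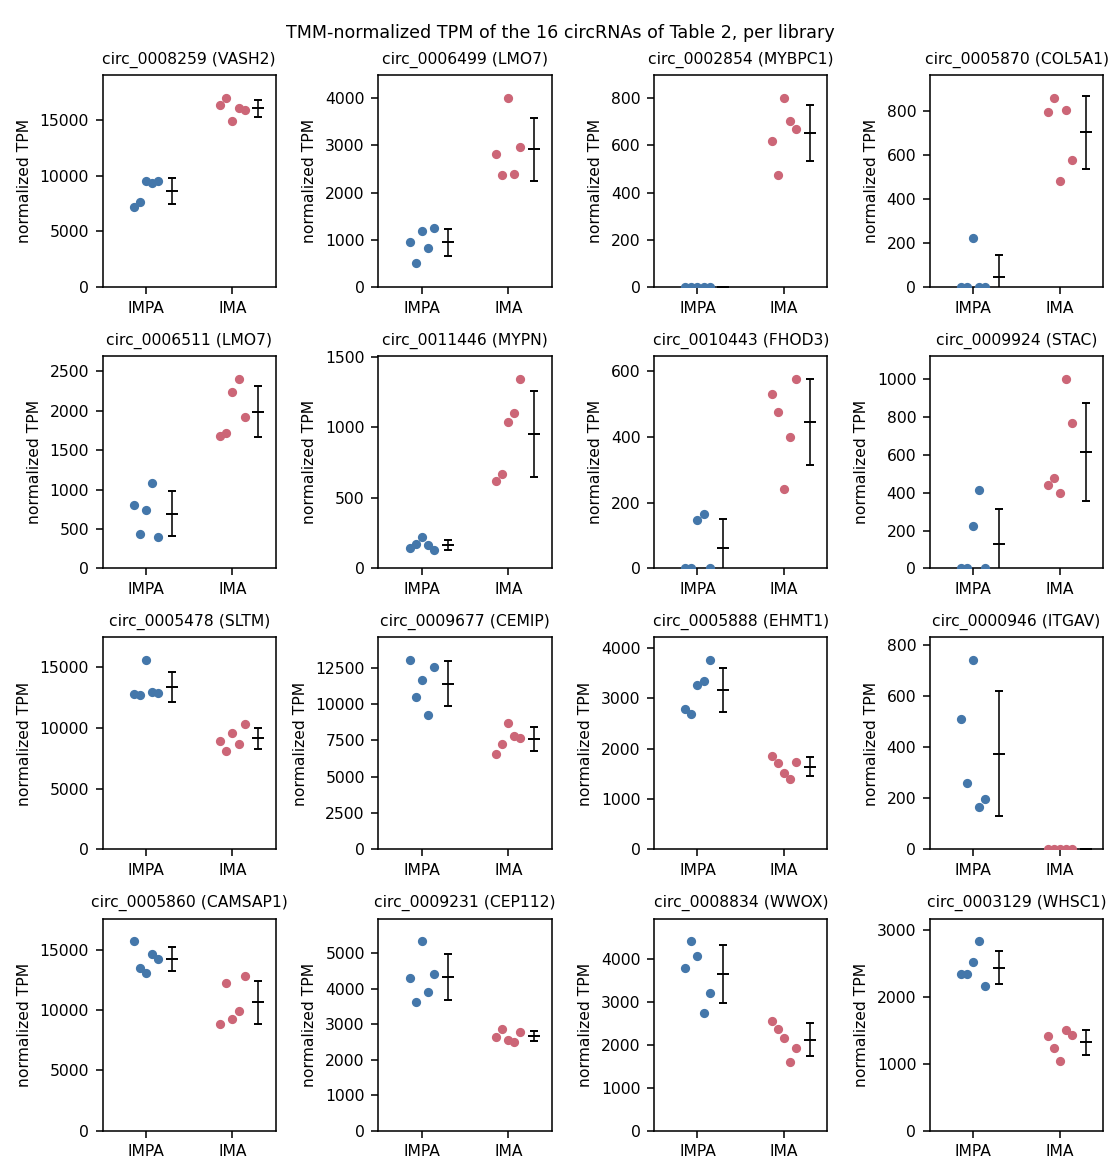
Normalized TPM (TMM) of the 16 circRNAs of Table 2, each panel with its own axis from 0. Points are the 5 libraries of each group, and bars give the mean and SD; the groups overlap only for STAC, and the directions shown hold with each scaling that was tried.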

Then, we compared the data of goat IMPA with IMPA, we found there were 8 downregulated and 8 upregulated circRNAs when selection filter condition was q-value< 0.01 (Fig. 2 B), and details of the circRNAs were shown in Table 2. To further analyze the potential functions of circRNAs, GO and KEGG were performed for the characterization of the identified circRNAs. For cellular components (Fig. S1), 2 GO terms were involved in collagen and extracellular matrix part. Regarding molecular function (Fig. S2), 2 GO terms were classified in protein binding and S-adenosylmethionine-dependent methyltransferase activity. For the biological process (Fig. S3), the dominant categories were multicellular organismal development, system development and regulation of angiogenesis and so on. Notably, the function annotation analysis showed that the DE-circRNAs were mainly enriched in multicellular organismal development biological process (BP) (Fig. 2 C). Furthermore, the KEGG pathway analysis of these DE-circRNAs showed that they were very likely to participate in Lysine degradation, ECM-receptor interaction, Focal adhesion and PI3K-Akt signaling pathway (Fig. 2 D). 

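The 16 circRNAs of Table 2 have 15 host genes, since LMO7 hosts 2 of them. The paper's enrichment table in Supplementary Material S1 lists 18 KEGG pathways. Lysine degradation rests on EHMT1 and WHSC1, with a corrected p of 0.02 in the paper's table. The paper's corrected p was 0.027 for ECM-receptor interaction, 0.0905 for Focal adhesion and 0.152 for the PI3K-Akt signaling pathway, each resting on ITGAV and COL5A1. The paper's uncorrected p was 0.0151 for Focal adhesion and 0.0406 for the PI3K-Akt signaling pathway. In the deposited counts, the circRNA of EHMT1 (circ_0005888, chromosome 11, 105666855 to 105670084) was at 3163 ± 436 normalized TPM in IMPA and 1643 ± 180 in IMA (SD, n = 5 each), a log2 fold change of -0.95 (standard error 0.18, edgeR adjusted p = 0.0015, Benjamini-Hochberg). Without IMPA5 its adjusted p was 0.0103. It was 0.0384 with the uniquely mapped reads as library sizes. The circRNA of WHSC1 (circ_0003129, chromosome 6, 115901670 to 115924848) was at 2442 ± 253 normalized TPM in IMPA and 1326 ± 187 in IMA (SD, n = 5 each), a log2 fold change of -0.88 (standard error 0.20, edgeR adjusted p = 0.00935, Benjamini-Hochberg). In each of the 10 fits that left out a library, its edgeR adjusted p was above 0.01 (0.0129 to 0.0493, Benjamini-Hochberg).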

The GO and KEGG terms of host genes encoding DE-circRNAs (*P* < 0.05) were listed in Supplementary Material S1. Further analysis the enrichment results, we found that both circ_0005870 and circ_0000946 were existed in the Focal adhesion and PI3K-Akt signaling pathway, which are closely related to cell proliferation, differentiation and lipid metabolism.

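The circRNA circ_0005870 of COL5A1, a gene of a fibrillar collagen chain, spans chromosome 11 from 105098461 to 105103883 and has a spliced length of 432 nt. It had 0 reads in 4 IMPA libraries and 3 reads in IMPA3, against 6 to 9 reads in the IMA libraries. Its normalized TPM was 702 ± 164 in IMA (SD, n = 5), at least 3.05-fold higher than in IMPA (edgeR adjusted p = 0.00207, Benjamini-Hochberg). Without IMPA1 or IMPA5 the adjusted p was 0.014 and 0.0135. The table lists no other circRNA of COL5A1. The circRNA circ_0000946 of ITGAV, the integrin alpha V gene, spans chromosome 2 from 126796662 to 126798108 and has a spliced length of 309 nt. It had 2 to 10 reads in the IMPA libraries, 376 ± 246 normalized TPM (SD, n = 5), and 0 reads in every IMA library, and was at least 1.36-fold lower in IMA (edgeR adjusted p = 0.0124, Benjamini-Hochberg). It was past 0.01 with DESeq2's Wald test (adjusted p = 0.00542, Benjamini-Hochberg), and its adjusted p was between 3.82e-05 and 0.118 over the alternatives. Another circRNA of ITGAV, circ_0000943, had a log2 fold change of 0.27 (standard error 0.18, edgeR adjusted p = 0.526, Benjamini-Hochberg), and circ_0000948, with 0 reads in IMPA and 2 to 3 reads in IMA, had too few reads for a fold. The bounds of circ_0005870 and circ_0000946 take a 0 as a count of no reads. They are too tight where a 0 stands for 1 read, and a circRNA that was not called in a library would break them. From the presence of COL5A1 and ITGAV in both pathways, the paper proposes a role of circ_0005870 and circ_0000946 in adipocyte differentiation.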

**Fig. 2:**
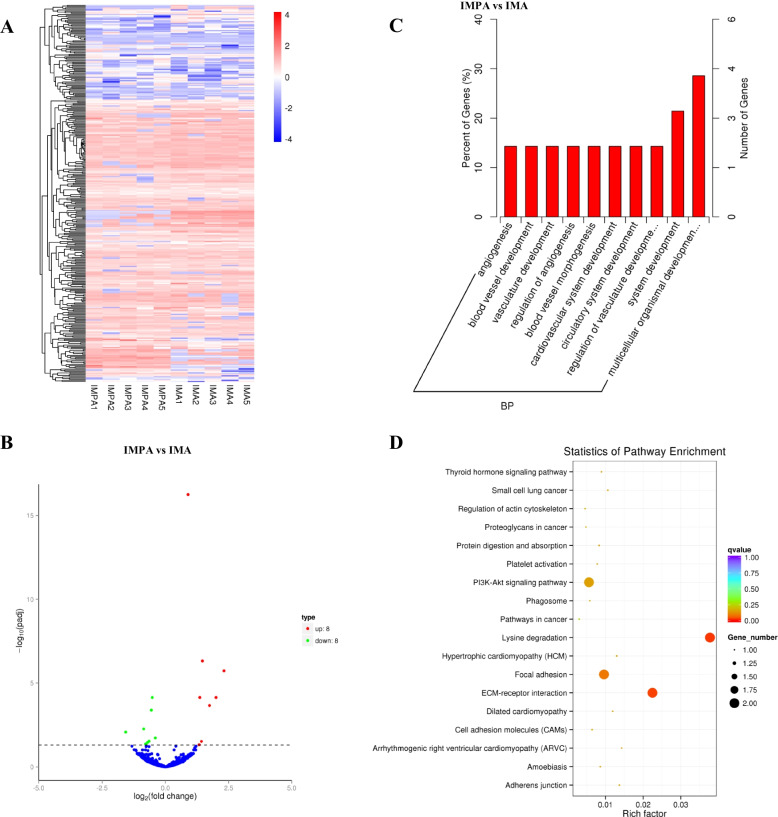
DE-circRNAs of goat IMPA and IMPA. **A** Hierarchical clustering diagram of DE-circRNAs, clustering as log10 (TPM + 1) value, red indicates high expression circRNAs, blue indicates low expression circRNAs; **B** Volcano plot of DE-circRNAs in IMPA and IMA, the screening condition is qvalue< 0.01; **C** GO enrichment histogram of the DE-circRNAs source gene; **D** KEGG enrichment scatter plot of the DE-circRNAs source gene

**Table 2:** DE-circRNAs in goat IMPA and IMPA

Category	Gene symbol	Reference sequence	Spliced Length (nt)	Location on Chromosome	Chromosome Location	Log2 Fold change	***P-***value	Host Gene
**Up**	**circ_0008259**	**NC_030823.1**	**132**	**69,271,525 to 69,272,417**	**16**	**0.89937** **1**	**4.23E**^**− 20**^	**VASH2**
	**circ_0006499**	**NC_030819.1**	**667**	**35,520,125 to 35,552,054**	**12**	**1.4651** **RNA binding protein**	**7.32E**^**−10**^	**LMO7**
	**circ_0002854**	**NC_030812.1**	**324**	**64,143,968 to 64,145,981**	**5**	**2.3205** **isoform X1**	**4.29E**^**−09**^	**MYBPC1**
	**circ_0005870**	**NC_030818.1**	**432**	**105,098,460 to 105,103,883**	**11**	**2.0049**	**2.78E**^**−07**^	**COL5A1**
	**circ_0006511**	**NC_030819.1**	**309**	**35,548,438 to 35,552,054**	**12**	**1.3626**	**2.35E**^**−07**^	**LMO7**
	**circ_0011446**	**NC_030835.1**	**415**	**21,013,223 to 21,021,880**	**28**	**1.746**	**1.18E**^**−06**^	**MYPN**
	**circ_0010443**	**NC_030831.1**	**239**	**20,812,597 to 20,853,568**	**24**	**1.4274**	**0.00030055**	**FHOD3**
	**circ_0009924**	**NC_030829.1**	**255**	**10,094,532 to 10,113,699**	**22**	**1.3365**	**0.00059057**	**STAC**
**Down**	**circ_0005478**	**NC_030817.1**	**311**	**51,801,888 to 51,805,740**	**10**	**−0.51734**	**3.34E**^**−07**^	**SLTM**
	**circ_0009677**	**NC_030828.1**	**397**	**26,404,024 to 26,405,703**	**21**	**−0.55359** **enzyme 1**	**2.53E**^**− 06**^	**CEMIP**
	**circ_0005888**	**NC_030818.1**	**507**	**105,666,854 to 105,670,084**	**11**	**−0.8569** **factor 1 like**	**3.76E**^**− 05**^	**EHMT1**
	**circ_0000946**	**NC_030809.1**	**309**	**126,796,661 to 126,798,108**	**2**	**−1.5677** **protein**	**6.45E**^**−05**^	**ITGAV**
	**circ_0005860**	**NC_030818.1**	**425**	**102,883,876 to 102,885,038**	**11**	**−0.39615**	**0.00015792**	**CAMSAP1**
	**circ_0009231**	**NC_030826.1**	**305**	**61,732,411 to 61,736,148**	**19**	**−0.6421**	**0.00026862**	**CEP112**
	**circ_0008834**	**NC_030825.1**	**325**	**6,479,797 to 6,483,976**	**18**	**−0.70255**	**0.00036933**	**WWOX**
	**circ_0003129**	**NC_030813.1**	**207**	**115,901,669 to 115,924,848**	**6**	**−0.78362**	**0.00049942**	**WHSC1**

### Validation of DE-circRNAs using qRT-PCR combined with RNA-seq

We selected 8 DE-circRNAs randomly to verify their expression levels by qRT-PCR method, the circPirmer were used to design amplification primers (Supplementary Material S2), the result shown in (Fig. 3). Our results of qRT-PCR were consistent with those of RNA-seq, circ_0009231, circ_0000946 and circ_0003129 were down regulated ncRNAs, and the circ_0006499, circ_0006511, circ_0011446, circ_0008259 and circ_0005870 were up regulated ncRNAs. 

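In the sequenced libraries, the circRNA of VASH2 (circ_0008259, chromosome 16, 69271526 to 69272417), one of the 5 most abundant, rose from 8620 ± 1132 normalized TPM in IMPA to 16023 ± 752 in IMA (SD, n = 5 each), a log2 fold change of 0.89 (standard error 0.11, edgeR adjusted p = 1.83e-06, Benjamini-Hochberg). LMO7 hosts circ_0006499 and circ_0006511, which end at the same position of chromosome 12, 35552054, and start at 35520126 and 35548439. Their log2 fold changes were 1.60 (standard error 0.22, edgeR adjusted p = 1.25e-05, Benjamini-Hochberg) and 1.53 (standard error 0.26, edgeR adjusted p = 0.000308, Benjamini-Hochberg). The circRNAs of VASH2 and LMO7 stayed past 0.01 with each library left out and under each alternative. Of 7 further circRNAs of LMO7, 5 had a log2 fold change above 0, and the values ranged from -0.48 for circ_0006507 to 1.36 for circ_0006515. None was past 0.05 (edgeR adjusted p = 0.22 to 0.99, Benjamini-Hochberg). Among them, circ_0006502 had 15 to 19 reads in IMPA and 17 to 24 in IMA, and its normalized TPM did not overlap between the groups. Its log2 fold change was 0.52 (standard error 0.21, edgeR adjusted p = 0.236, Benjamini-Hochberg), smaller than those of circ_0006499 and circ_0006511. The reads of the other further circRNAs are too few to say whether they change as well. The circRNA of MYPN (circ_0011446, chromosome 28, 21013224 to 21021880) had 2 to 3 reads in IMPA and 7 to 14 in IMA. Its log2 fold change was 2.44 (standard error 0.45, edgeR adjusted p = 0.000922, Benjamini-Hochberg). Against 3 reads per IMPA library its ratio was 4.15. This is not a lower bound, since 2 to 3 observed reads leave a higher level in IMPA possible. With limma voom its adjusted p was 0.0171 (Benjamini-Hochberg), the largest over its alternatives, which began at 3.01e-07. The circRNA of CEP112 (circ_0009231, chromosome 19, 61732412 to 61736148) was at 4324 ± 646 normalized TPM in IMPA and 2670 ± 148 in IMA (SD, n = 5 each), a log2 fold change of -0.70 (standard error 0.16, edgeR adjusted p = 0.00856, Benjamini-Hochberg). Its call was lost in 8 of the 10 fits that left out a library and under 6 of the 12 other settings set beforehand, and its adjusted p reached 0.155.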

Meanwhile, the expression level of circ_0006499, circ_0006511, circ_0011446 in qRT-PCR results were significantly higher than RNA-seq, the expression level of circ_0009231 in qRT-PCR result was significantly lower than RNA-seq.

**Fig. 3:**
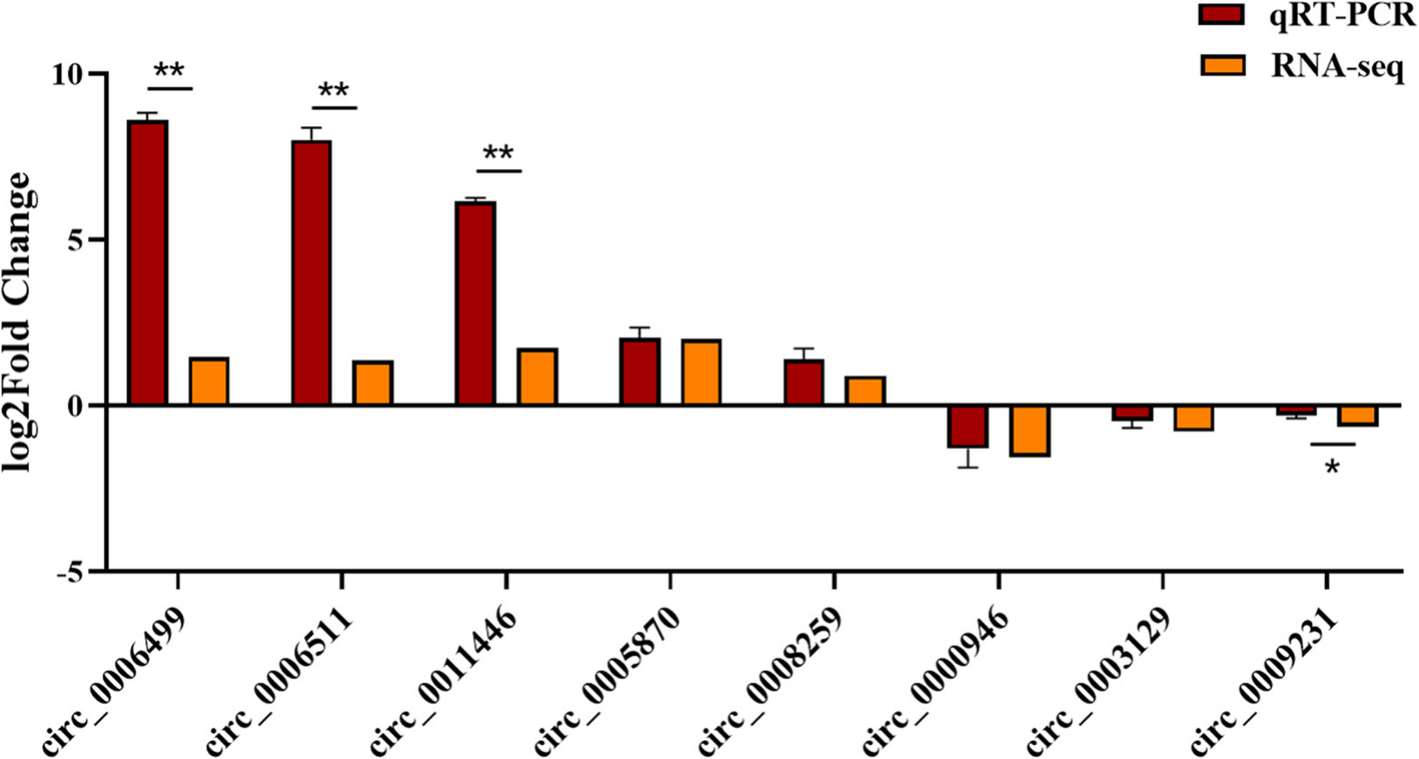
Validation of DE-circRNAs using qRT-PCR. The qRT-PCR data were analyzed using 2^−ΔΔCt^ method, and ubiquitously expressed transcript (UXT) was used as endogenous control. *P < 0.05, **P < 0.01

### Identification of circRNA-miRNA network

Remarkably, emerging studies have manifested that some circRNAs have miRNA binding sites, and function as miRNA sponges to regulate gene expression and play crucial roles in multiple cellular processes [22, 23]. 

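The authors deposited their miRNA predictions as 15242 pairs of a miRNA and a circRNA sequence, without scores or positions. The list names 435 miRNAs and 1315 circRNAs and holds 13336 distinct pairs of the miRNA and the circRNA, and 2237 of its entries refer to the sequence around the back-splice junction. The median circRNA had 9 predicted miRNAs, and the median miRNA had a predicted site in 26 circRNAs. Longer circRNAs had more predicted miRNAs (Spearman's rho = 0.631 across 1315 circRNAs, which are not independent replicates).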

To construct a circRNA-miRNA network, we used miRanda and TargetFinder softwares to predict miRNA binding sites for spliced circRNAs and the predicted results were listed in Supplementary Material S3. 

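The 16 circRNAs of Table 2 had a median of 11 predicted miRNAs, from 0 for the circRNA of VASH2 to 27 for that of MYPN. Among circRNAs within 20% of the same spliced length, their median percentile was 58.0, and 9 of the 16 lay above the median of that comparison set. The circRNA of MYPN was at the 98.8th percentile, the circRNA of ITGAV (circ_0000946) at 36.8 with 8 miRNAs and the circRNA of COL5A1 (circ_0005870) at 48.4 with 12. The 16 circRNAs shared 131 miRNAs between them, and 47 of these were predicted for 2 or more of the 16. The miRNAs miR-204-5p and miR-211 were each predicted for 5 of the 16. These counts rest on sequence alone, and no miRNA counts were analysed here.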

Based on the result we generated the circRNA-miRNA network diagram for the 8 DE-circRNAs, and the circ_0005870 and circ_0000946 that both existed in Focal adhesion and PI3K-Akt signaling pathways were marked with red. (Fig. 4).

**Fig. 4:**
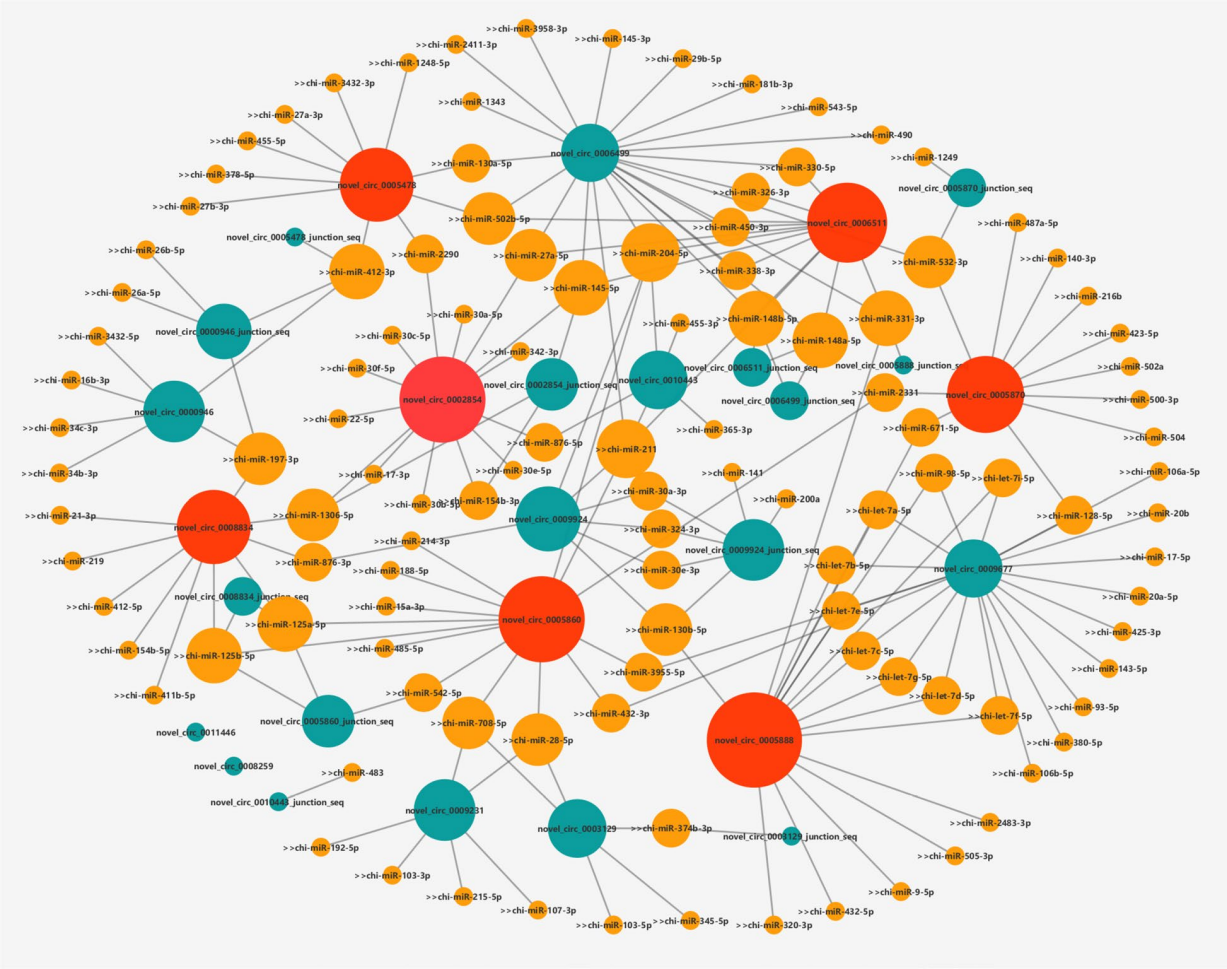
The interaction network of circRNA-miRNA. The red network nodes represent the circRNAs that existed in both Focal adhesion and PI3K-Akt signaling pathway, the green network nodes represent the DE-circRNAs in our research, orange network nodes represent the target miRNAs of the DE-circRNAs and larger nodes represent more interacting miRNAs

### A circRNA-miRNA-mRNA network associated with goat intramuscular adipocyte differentiation

Two circRNAs, circ_0005870 and circ_0000946, were found existed in both focal adhesion [24, 25] and PI3K-Akt signaling pathways [11, 26] in this study, which given a great possibility of their functions in adipocyte differentiation. Therefore, we further performed prediction analysis to find the potential target genes of miRNAs that interacting with these two circRNAs. By overlapping the prediction results of three online databases, TargetScan, miRTarBase and miR-TCDS, we obtained the target mRNAs that may interact with the miRNAs (Fig. 5A, Supplementary Material S4), then, we generated the circRNA-miRNA-mRNA network diagram, based on the above results (Fig. 5B).

**Fig. 5:**
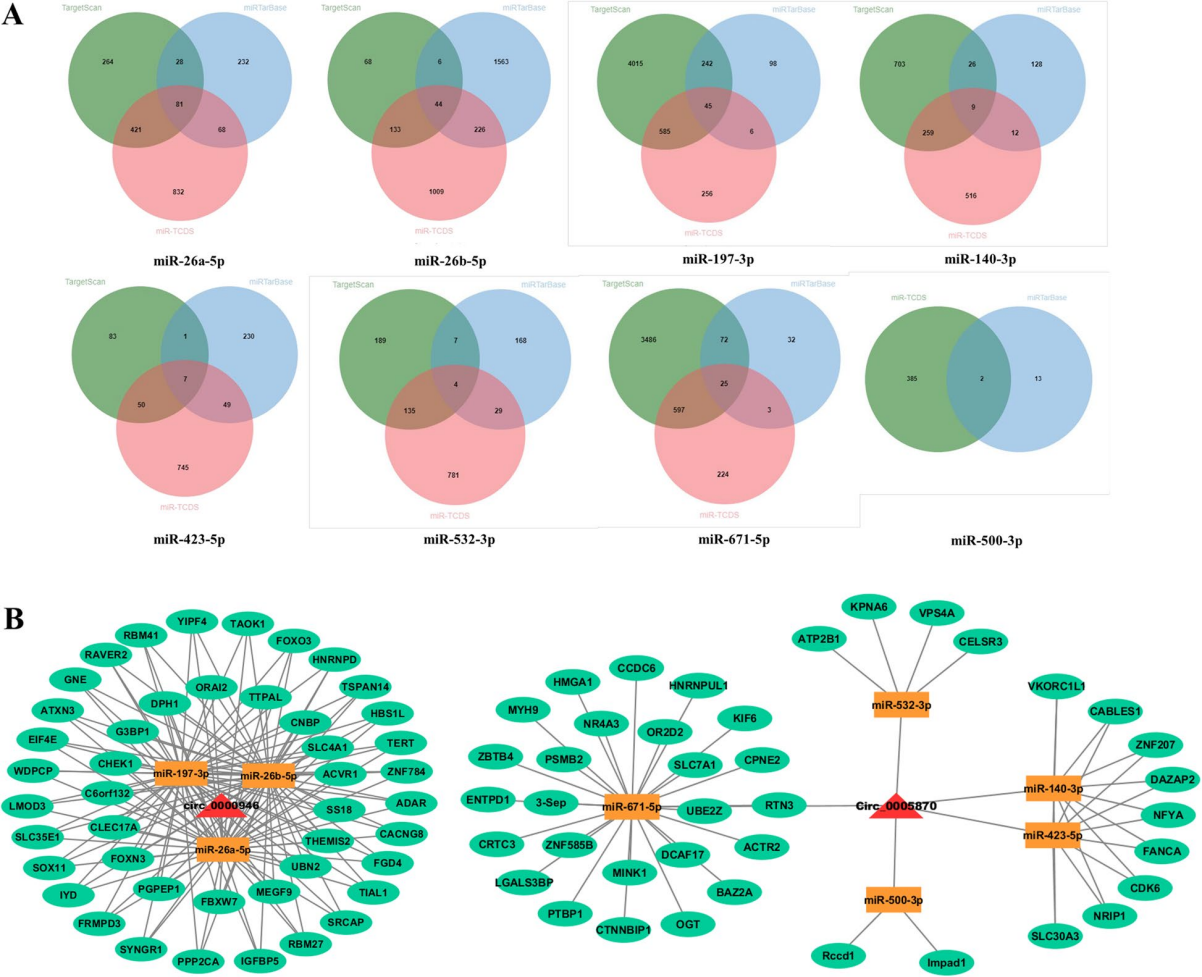
The circRNA-miRNA-mRNA interaction network. **A** Venn diagram showing the number of mRNAs in the databases that targeting the miRNAs; **B** The red triangle nodes represent the circRNAs that may having function roles in adipocyte differentiation, the orange square nodes represent the miRNAs that interacting with the circRNAs and the green network nodes represent the mRNAs we obtained from the databases

### GO and KEGG enrichment analysis of the target mRNA

To further explore the possible pathways that the circRNA-miRNA-mRNA interaction ways regulates goat intramuscular adipocyte differentiation in this study, we further performed GO and KEGG enrichment analysis on the target mRNAs (Fig. 6). The GO and KEGG analysis results were listed in Supplementary Material S5. From the enrichment analysis results, we found 31(46.2%) mRNAs were enriched in regulation of macromolecule metabolic process in BP (Fig. 6A), next, 5 of them were found enriched in the PI3K-Akt signaling pathway (FOXO3, PPP2CA, EIF4E, CDK6), AMPK signaling pathway (FOXO3, PPP2CA) and TGF-beta signaling pathway (ACVR1, PPP2CA), respectively (Fig. 6B). This result suggests the potential key roles of FOXO3, PPP2CA, EIF4E, CDK6 and ACVR1 in our circRNA-miRNA-mRNA interaction network.

**Fig. 6:**
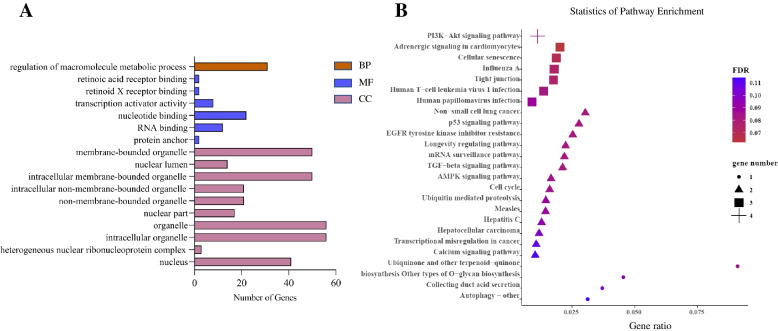
GO and KEGG enrichment analysis of the target mRNA. **A** GO enrichment histogram of the mRNAs; **B** KEGG enrichment scatter plot of the mRNAs, we showed top 25 here

## Discussion

Fat exists in almost all organisms. It is not only an important energy storage organ, but also has a regulatory effect on the physical support of tissues and organs, endocrine activity, energy balance and development [27, 28]. In animal husbandry field, the content of abdominal fat, subcutaneous fat and intramuscular fat of the industrialization animals are deemed as important indicator for the quality and flavor of meat [29–31]. Fat production can be divided into two stages, that are, mesenchymal stem cells turn into preadipocytes and terminal differentiation of the preadipocytes [32]. The procession of preadipocytes differentiation into mature adipocytes involves multiple cellular and signal transduction pathways, because, once preadipocytes have started the adipogenesis program, transcriptional cascades would inducing expression of metabolic genes and adipokines associated with the adipocyte phenotypes, such as Peroxisome proliferator-activated receptor γ (PPARγ), CCAAT-enhancer-binding protein α (C/EBPα), Krüppel-like factors (KLFs) and fatty-acid-binding protein-4 (Fabp4) and so on [33]. In addition, some extracellular signalings that acting upstream of transcription factors have been shown to regulate adipogenesis. For example, canonical Wnt-family proteins initiate signaling through β-catenin-dependent and -independent pathways, which inhibit adipocyte differentiation via blocking the expression of PPARγ and C/EBPα [34–36]. Signal transduction pathways closely related to adipogenesis are also Notch signalling, DLK1/PREF1 signalling, MAPK pathway, PI3K/AKT signalling and so on [37–40]. With the development of high-throughput RNA-seq technology, molecular mechanisms that regulate the adipocyte differentiation have been furthering described. And it is no doubt that exploring preadipocytes as a tool for precise regulation of adipocyte differentiation will promoting the development of precision medicine and the industrialization reform of edible meat quality in animal husbandry.

The specific functions of ncRNAs in regulating gene expression at the epigenetic, transcriptional and post-transcriptional levels suggested their important roles in a variety of biological processes [37, 41, 42]. In this study, illumina HiSeq high-throughput RNA-seq analysis was performed to identified and screened DE-circRNAs, 8 downregulated and 8 upregulated circRNAs were revealed in goat intramuscular adipocytes samples. From the KEGG enrichment analysis of the DE-circRNAs, we found that circ_0005870 and circ_0000946 were both enriched in the Focal adhesion and PI3K-Akt signaling pathways. Previous studies have demonstrated that focal adhesion kinase can induce mesenchymal stem cells (MSCs) differentiation [38]. Furthermore, same as multiple types of adipogenic induction, a study found that heparin promotes adipogenic differentiation by disrupting focal adhesions in immortalized and normal mouse marrow stromal cells by upregulating adipogenic genes [39, 40]. The PI3K-Akt intracellular signaling cascade is involving in many cellular regulation processes, and some evidences have indicated that PI3K/Akt pathway is a positive regulator of terminal adipocyte differentiation in mouse preadipocytes, moreover, phosphoinositide 3-kinase is also required for human adipocyte differentiation [26, 43, 44]. Based on these results, we hypothesized that circ_0005870 and circ_0000946 play an important role in the early differentiation of goat intramuscular preadipocytes.

Among ncRNAs, circRNAs are pronlly considered to be more stable due to the lack of 5′ to 3′ polarity and polyadenylation tail. Recent study found that, circ_0030042 regulates abnormal autophagy and protects atherosclerotic plaque stability by targeting eukaryotic initiation factor 4A-III, in high-fat-diet fed ApoE^−/−^ mice [45]. In adipose tissues from cachectic patients, circPTK2 competitively binding to miR-182-5p then promoted lipolysis and lipogenesis were inhibitied [46]. Based on circRNA-seq analysis, circBDP1 was proved to regulate bovine fat development by sponging miR-181b/miR-204 targeting Sirt1/TRARG [47]. In this study, we using miRanda and TargetFinder softwares predicting the miRNA binding sites for these DE-circRNA and a circRNA-miRNA interaction network for the DE-circRNAs was constructed by using Cytoscape software. From our interaction network, we found that circ_0000946 may have an interaction relationship with miR-412-3p, miR-197-3p, miR-26b-5p, miR-26a-5p, miR-3432-5p, miR-16b-3p, miR-34c -3p and miR-34b-3p. Among them, miR-197-3p [48], miR-26b-5p [49] and miR-26a-5p [50] have showed their correlation with adipocyte differentiation. 

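All 8 of these miRNAs are paired with circ_0000946 in the deposited list, which gives no further miRNA for it. Of the 8, miR-26a-5p and miR-26b-5p were predicted on the back-splice junction sequence and not on the spliced sequence. Each of the 8 was also predicted for other circRNAs, and the number of circRNAs per miRNA ranged from 7 to 72 of the 1315 in the list.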

For circ_0005870, we found it can have an interaction with miR-1249, miR-532-3p, miR-487a-5p, miR-140-3p, miR-216b, miR-423-5p, miR-502a, miR-500-3p, miR-504, miR-128-5p, miR-671-5p and miR-2331. Among them, miR-532-3p [51], miR-140-3p [50], miR-423-5p [52], miR-500-3p [53] and miR-671-5p [54] have showed their correlation with adipocyte differentiation.. 

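The deposited list pairs circ_0005870 with the same 12 miRNAs and no others. Of these, miR-1249 was predicted on the junction sequence alone. The miRNAs were each predicted for 9 to 58 circRNAs of the list.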

In summary, our research indicated that the significantly DE circRNAs in goat preadipocytes might interact with some potential miRNAs.

In order to make our interaction network more hierarchically and characteristic, so, we selected circ_0005870 and circ_0000946, related to adipocyte differentiation, and their interaction miRNAs for further analysis. We first overlapped the prediction results from three online databases TargetScan, miRTarBase and miR-TCDS, obtained the potential target genes of the miRNAs, and generated the circRNA-miRNA-mRNA interaction network. Based on the predicted results, we next performed GO and KEGG enrichment analysis on these target mRNAs. The GO enrichment result showed that the mRNAs we found were all participated in macromolecule metabolic process. Three pathways, PI3K-Akt signaling pathway, AMPK signaling pathway and TGF-beta signaling pathway, got our attentions in KEGG enrichment result, cause they all having essential roles during adipocyte differentiation [26, 55, 56]. Then we obtained 5 key mRNAs in the circRNA-miRNA-mRNA network, FOXO3 [57], PPP2CA [58], EEIF4E [59], CDK6 [60] and ACVR1 [61], and they all showed valuable functions in fat-related research. The above results showed that the circRNA-miRNA-mRNA interaction network in this study can provide a reliable research idea for further exploring the mechanism of goat adipocyte differentiation. However, these findings are preliminary, and future research is needed to confirm them.

## Conclusions

Our finding revealed the expression profile and potential roles of circRNAs in goat intramuscular adipocytes. For adipocyte differentiation, we found circ_0005870 and circ_0000946 may play function roles in Focal adhesion and PI3K-Akt signaling pathway. By using online databases, we generated the final circRNA-miRNA-mRNA interaction network, and further showed 5 mRNAs, FOXO3, PPP2CA, EEIF4E, CDK6 and ACVR1, who existed in key signaling pathways in adipocyte differentiation. Taken together, our study explored the potential molecular mechanism of ncRNAs interaction network regulating adipocyte differentiation.

## Materials and methods

### The experiment flow in this study

Five samples of goat IMPA, induced 0d, and IMA, induced 3d, respectively, were performed Illumina HiSeq to identify the differentially expressed circRNAs, and the experimental strategy is shown in Supplementary material S6.

### Animals

The samples were collected from the longissimus dorsi muscle intramuscular fat of three healthy Jianzhou goat (male, 7 days old) that purchased from Jianyang Da Geda Animal Husbandry Co., Ltd. (Sichuan, China). Isolation procedures of goat intramuscular preadipocytes have been published previously [62, 63].

### Cell culture

The goat intramuscular preadipocytes were cultured in DMEM/F12 (Hyclone, USA) medium that containing 10% (v/v) fetal bovine serum (FBS, Hyclone, USA) and put in a humidified incubator with 5% CO2 at 37 °C for proliferation. To induce preadipocyte differentiation we replaced medium with adipogenic inducer of DMEM/F12 containing 10% FBS and 50 μmol•L-1 oleic acid when the preadipocytes proliferated to 90% of the cell culture dish [64]. For RNA extraction and sequencing, IMPA and IMA were collected on day 0 and day 3 after the proliferation medium was changed to induction medium, respectively.

### RNA-Seq library construction and sequencing analysis

Total RNA of IMPA and IMA was isolated using TRIzol reagent (TaKaRa, Otsu, Japan), and Nanodrop and agarose gel electrophoresis methods were used to detecte RNA purity and integrity. Afterwards, RNA concentrations were quantified using NanoDrop spectrophotometer (NanoDrop, Wilmington, USA) and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, USA). Before constructing the RNA-seq libraries, samples were treated with epicentre Ribo-Zero™ Kit (Epicentre, Madison, USA) to remove Ribosomal RNA. Library preparation and Illumina HiSeq analysis process were described in previous study [65]. The raw reads were analysised using High Performance Computing (HPC) and the quality assessment data was listed in Supplementary material S7.

### NcRNAS identification and the expression levels analysis

The raw reads obtained by sequencing were filtered with removed the low-quality reads to obtain clean reads. To identify reliable circRNAs, we used two software packages “find_circ” and “CIRI2” to identify and detected the circRNAs, separately [66, 67]. Combining the circRNAs identified by find_circ and CIRI2, the candidate circRNAs in “find_circ” group with read count ≥2were selected, and then intersection of the two identified results based on the location of the circRNAs in the chromosome. The expression statistics of known and novel circRNAs in each sample was performed, and the raw counts were normalized using TPM [68]. Normalized expression level = (readCount*1,000,000) / libsize (libsize is the sum of the circRNA read count). For small RNA libraries, we used novoaligen software to align clean reads with the miRBase database to identify known miRNAs, and used mirDeep software to predict Novel miRNAs, and then used novoaligen and samtools software for quantitative analysis, using RPM (reads per million) for standardization [69–72].

### RNA extraction and qRT-PCR

Total RNA was extracted using TRIzol (TaKaRa, Otsu, Japan), and stored at − 80 °C. The mRNA was reverse transcripted using a Revert Aid First Strand cDNA Synthesis Kit (TaKaRa, Otsu, Japan) according to manufacturer instructions. The reaction volume for qRT-PCR was 20 μL that consisted of 1 μL cDNA, 1 μL reverse and forward primers, 7 μL double-distilled water, and 10 μL TB Green™ Premix Ex Taq™ II (TaKaRa, Otsu, Japan). The relative expression levels were determined by the 2^−ΔΔCt^ method.

### Gene ontology and pathway analysis

We used GO analysis (http://www.geneontology.org/) to characterize circRNA-hosting and miRNA-hosting genes. GO terms provide information about the biological processes, cellular components and metabolic pathways that genes involved in. Meanwhile, the KEGG (http://www.kegg.jp/) pathway analysis was also performed to obtain insight into the molecular interactions of the differential expression circRNAs and miRNAs [73–75]. Targetscan (https://www.targetscan.org/vert_80/), miRTarBase (https://maayanlab.cloud/Harmonizome/dataset/MiRTarBase+microRNA+Targets) and miRT-CDS (http://www.microrna.gr/microT-CDS) were used to predict the miRNAs target genes.

### Statistical analysis of data

The RNA-seq data were all performed Benjamini & Hochberg False Discovery Rate (FDR) correction. qRT-PCR data were expressed with log2 fold change value and visualized using GraphPad Prism 8 software. The circRNA-miRNA and circRNA-miRNA-mRNA interaction network were visualized using Cytoscape software. Visualization of volcano plots and bubble plots using ggplot2 and ImageGP (http://www.ehbio.com/ImageGP/index.php/Home/Index/index.html).

## Supplementary Information

**Additional file 1: Fig. S1.** GO enrichment histogram of the DE-circRNAs source genes for cellular components. **Fig. S2.** GO enrichment histogram of the DE-circRNAs source genes for molecular function. **Fig. S3.** GO enrichment histogram of the DE-circRNAs source genes for biological process.

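The enrichment tables of Supplementary Material S1 were made from 14 host genes of the DE-circRNAs against a background of 20527 genes. A term lists how many of the host genes and of the background genes it holds, with a p and a corrected p that are the paper's. Multicellular organismal development holds 4 of the 14 host genes and 337 background genes, with a corrected p of 0.0413 in the paper's table. Of the 18 KEGG terms, 2 have a corrected p under 0.05 there.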

**Additional file 2: Supplementary Material S1.** The GO terms of host genes encoding DE-circRNAs.

**Additional file 3: Supplementary Material S2.** The expression of circRNAs in each sample was normalized by TPM.

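The TPM sheet of Supplementary Material S2 holds 1327 circRNAs, and its values equal the deposited TPM to within a relative difference of 4.78e-06, so that both are counts per 1000000 junction reads. Supplementary Material S2 also holds the paper's ΔCt values of the qRT-PCR, the threshold cycle of a circRNA minus that of UXT, in which a lower value means more RNA. The paper's mean ΔCt (± SD over 3 to 4 values per day) changed from 11.5 ± 0.734 at day 0 to 3.28 ± 0.172 at day 3 for circ_0006499 and from 11.8 ± 0.323 to 3.83 ± 0.0407 for circ_0006511. It changed from 14.95 ± 0.361 to 9.15 ± 0.362 for circ_0011446, from 9.34 ± 0.286 to 7.85 ± 0.18 for circ_0008259 and from 3.67 ± 0.93 to 2.45 ± 1.1 for circ_0005870. For circ_0000946 it went from 9.24 ± 0.472 to 9.78 ± 0.99, a change within the SD of day 3. For circ_0003129 (5.86 ± 0.423 to 4.97 ± 0.146) and circ_0009231 (9.27 ± 1.07 to 8.46 ± 0.631) the lower ΔCt at day 3 means more RNA, opposite to the junction reads, though for circ_0009231 the change lies within the SD of day 0. The change of circ_0005870, 1.22, is little larger than its SDs. Its ΔCt at day 0 lies below that of circ_0008259, which taken as it stands means more RNA. Its junction reads in IMPA were far fewer, at 44.5 against 8620 normalized TPM. What sets the ΔCt values and the reads of circ_0005870 apart was not tested.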

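The copy of Supplementary Material S3 that could be read holds 1998 rows and states that 13244 more were left out. Each row pairs a miRNA with a circRNA, or with its junction sequence, on which a site was predicted. A pair in the table is a match of sequences and carries no measurement of either RNA in IMPA or IMA.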

**Additional file 4: Supplementary Material S3.** The predicted results of miRNA-circRNAs binding pair.

**Additional file 5: Supplementary Material S4.** The miR-140-3p target genes prediction results in TargetScan. Common elements in TargetScan miRTarBase miR-TCDS. The miR-671-5p target genes prediction results in TargetScan. The miR-532-3p target genes prediction results in TargetScan. The miR-500-3p target genes prediction results in TargetScan. The miR-423-5p target genes prediction results in TargetScan. The miR-26b-5p target genes prediction results in TargetScan. Common elements in TargetScan miRTarBase miR-TCDS.

**Additional file 6: Supplementary Material S5.** Top 20 of the KEGG Pathway enrichment analysis.

**Additional file 7: Supplementary material S6.** Schematic diagram of the experimental flow. The first horizontal arrow indicates the process of preadipocytes differentiation into adipocytes. The vertical arrows indicate the experimental flow. Diagram indicate the sample model establishment, experiment principles, data acquisition and data analysis.

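This table gives the reads of each library before and after filtering and their quality. The share of bases with a quality of at least Q30 was 91% to 93.47% in IMPA and 93.19% to 93.49% in IMA. The GC content was 49.14% to 51.62% in IMPA and 45.44% to 46.19% in IMA, ranges that do not overlap. Clean reads numbered 84676776 to 100918664 per IMPA library and 85127438 to 104026824 per IMA library.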

**Additional file 8: Supplementary Material S7.** The data quality assessment table.

## Abbreviations

IMPA: intramuscular preadipocytes
IMA: intramuscular adipocytes
ncRNAs: noncoding RNAs
miRNAs: microRNAs
circRNAs: circular RNAs
DE-circRNAs: differentially expressed circRNAs
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene Ontology
qRT-PCR: real-time fluorescent quantitative PCR.

# Supplementary material for: Key circRNAs from goat: discovery, integrated regulatory network and their putative roles in the differentiation of intramuscular adipocytes
**Source:** BMC Genomics. 2023 Jan 28;24:51. doi: 10.1186/s12864-023-09141-7
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. GO enrichment histogram of the DE-circRNAs source genes for cellular components. Fig. S2. GO enrichment histogram of the DE-circRNAs source genes for molecular function. Fig. S3. GO enrichment histogram of the DE-circRNAs source genes for biological process.

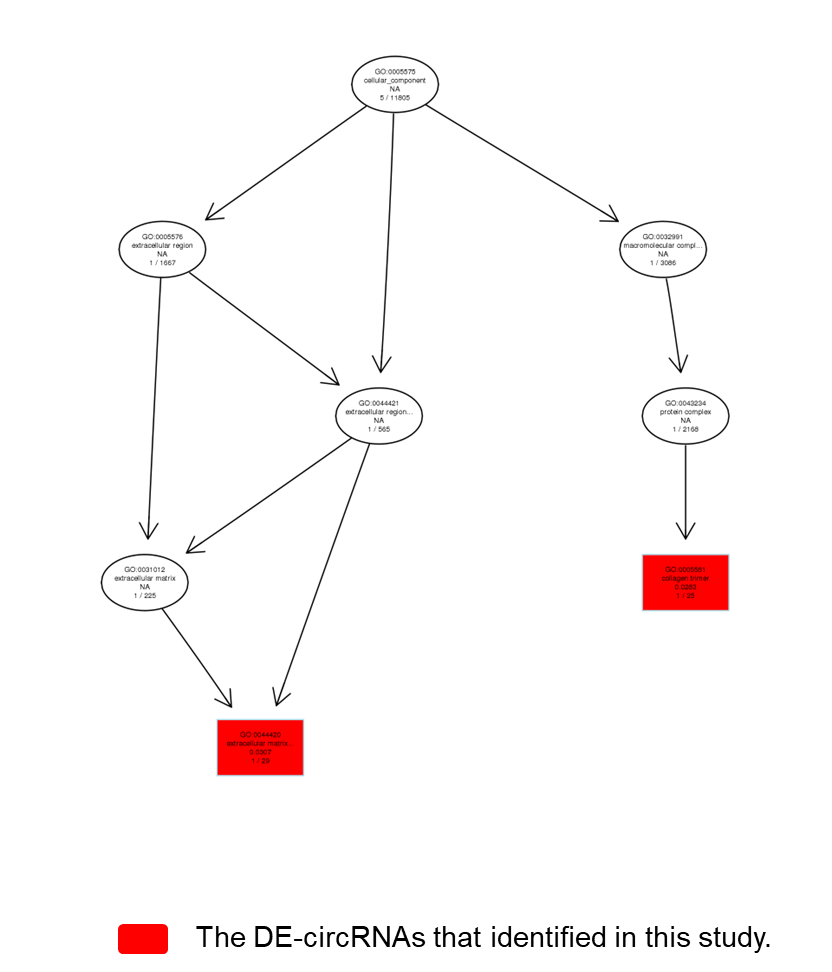

Figure S1: GO enrichment histogram of the DE-circRNAs source genes for cellular components.

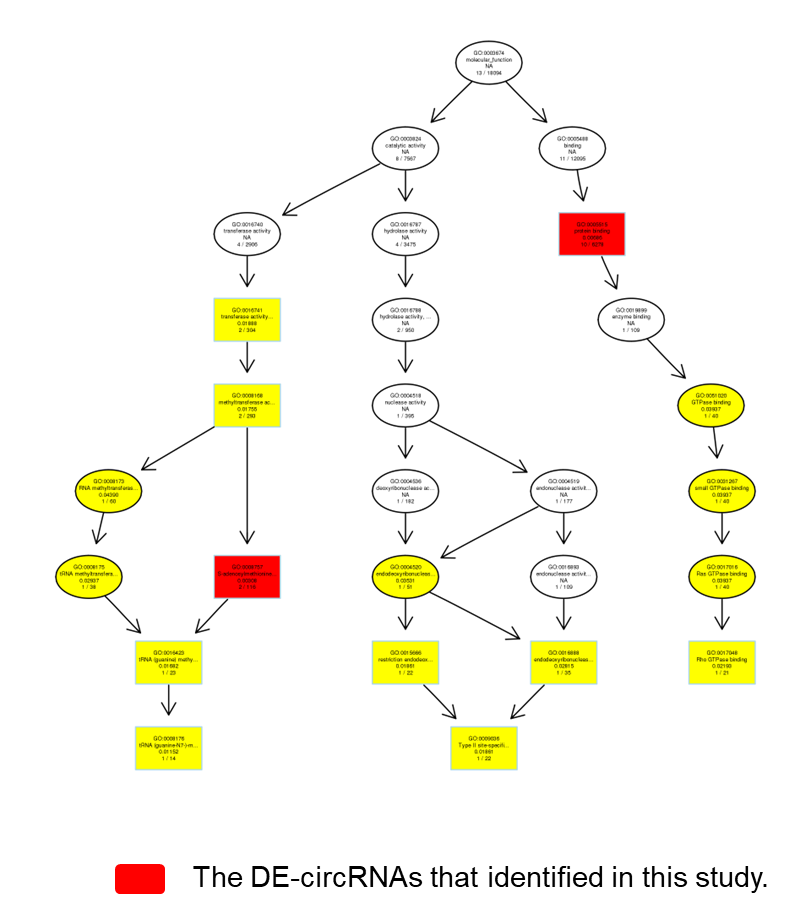

Figure S2: GO enrichment histogram of the DE-circRNAs source genes for molecular function.

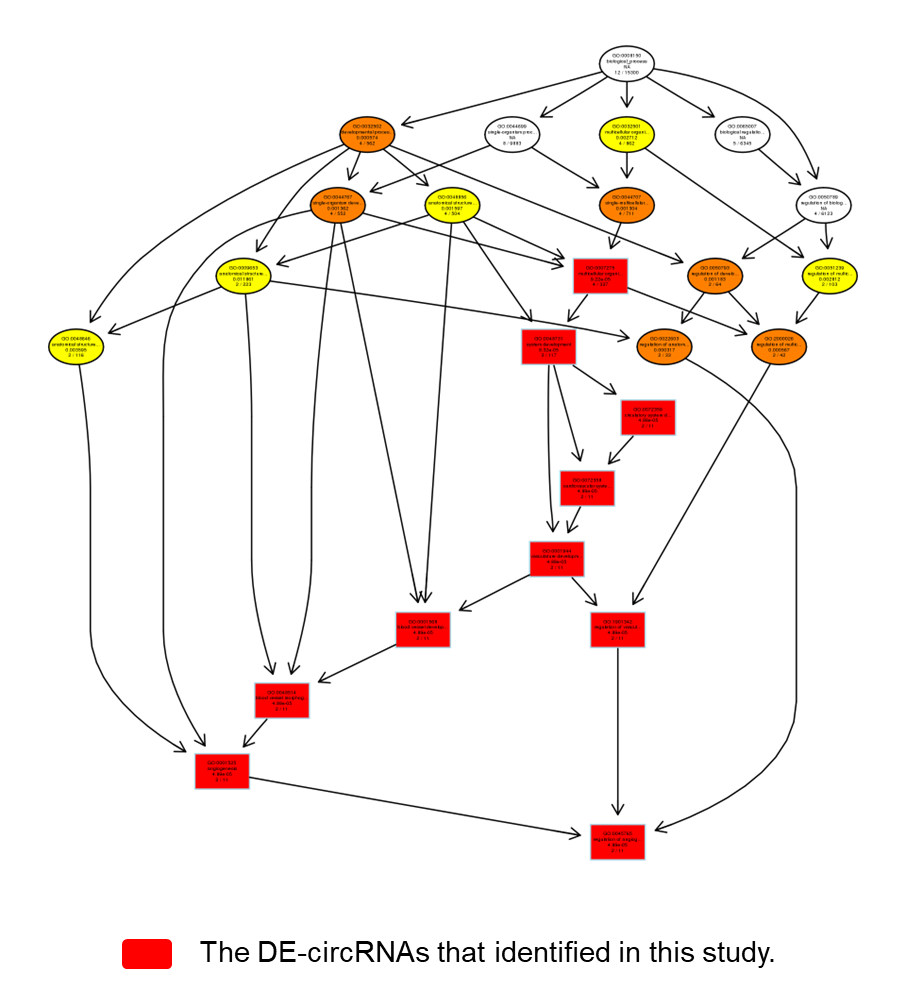

Figure S3: GO enrichment histogram of the DE-circRNAs source genes for biological process.

# Supplementary material for: Key circRNAs from goat: discovery, integrated regulatory network and their putative roles in the differentiation of intramuscular adipocytes
**Source:** BMC Genomics. 2023 Jan 28;24:51. doi: 10.1186/s12864-023-09141-7
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary material S6. Schematic diagram of the experimental flow. The first horizontal arrow indicates the process of preadipocytes differentiation into adipocytes. The vertical arrows indicate the experimental flow. Diagram indicate the sample model establishment, experiment principles, data acquisition and data analysis.

**
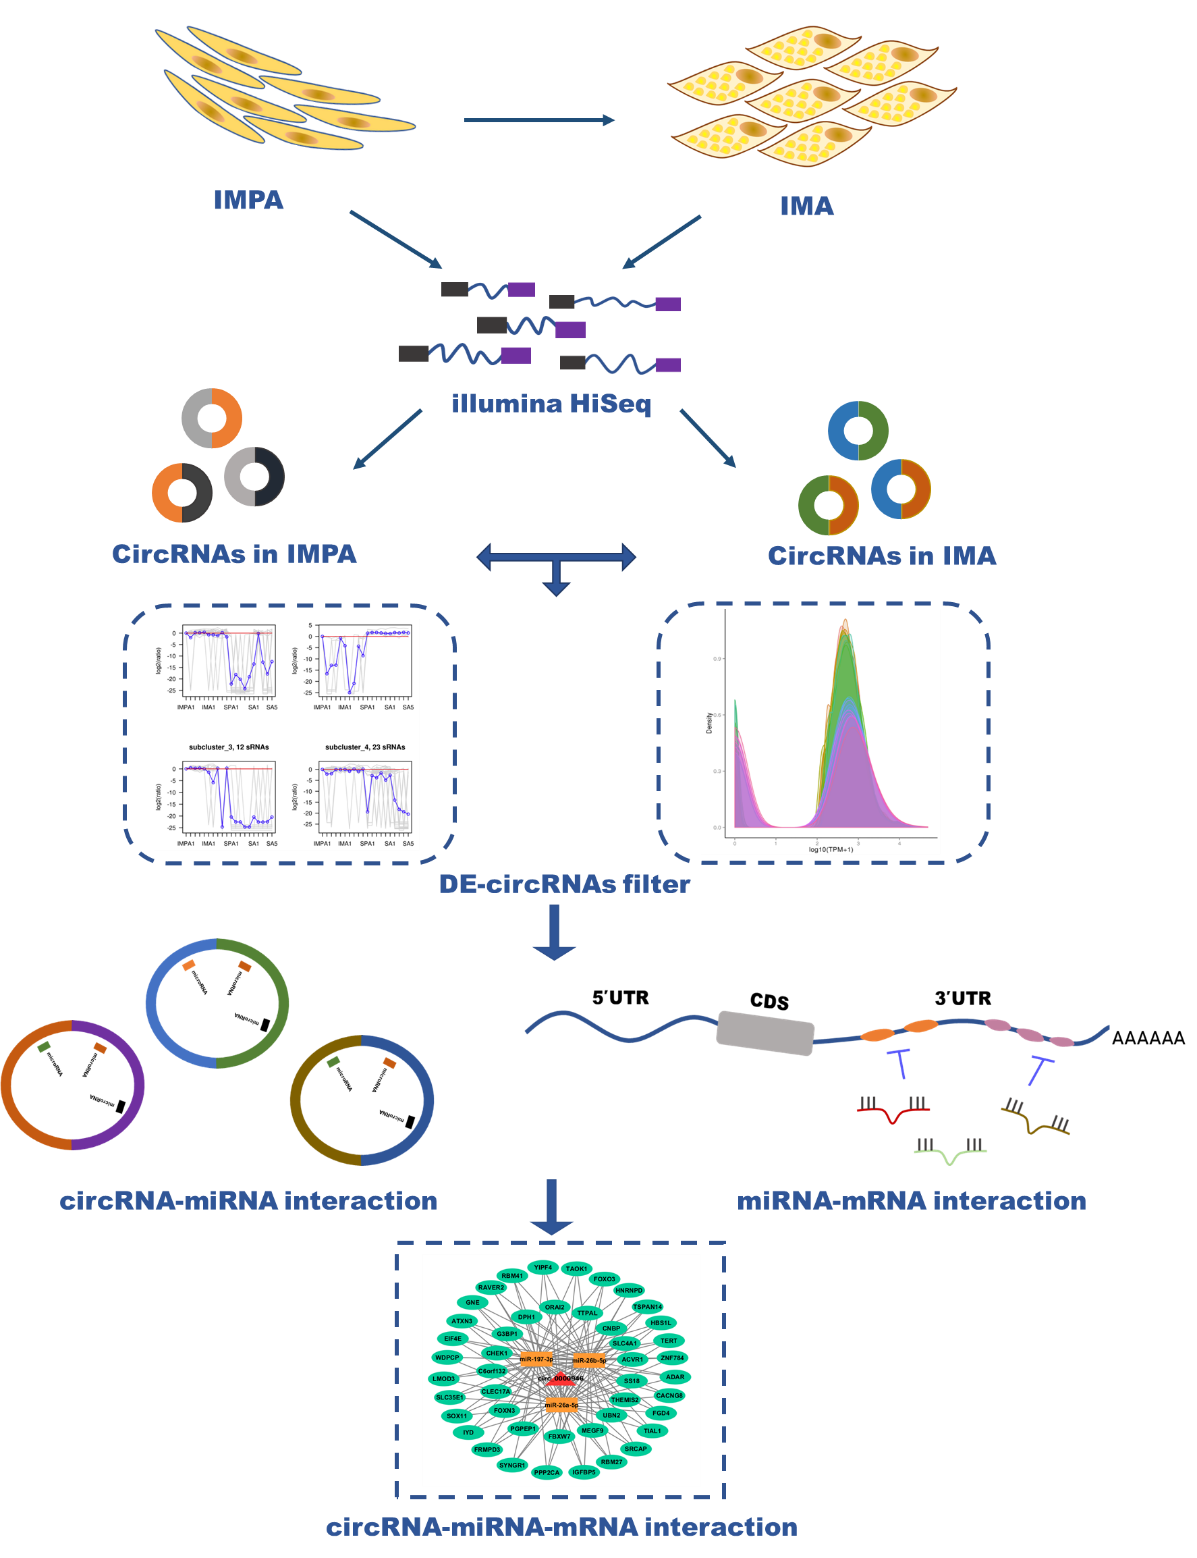
**

**Supplementary material S6: Schematic diagram of the experimental flow.** The first horizontal arrow indicates the process of preadipocytes differentiation into adipocytes. The vertical arrows indicate the experimental flow. Diagram indicate the sample model establishment, experiment principles, data acquisition and data analysis.

How the deposited data were processed for this re-analysis (not part of the article)

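The deposited data cover 5 libraries of goat intramuscular preadipocytes (IMPA, day 0 of induction) and 5 libraries of intramuscular adipocytes (IMA, day 3), each with its own label, and every library was used. The authors removed ribosomal RNA, sequenced the libraries, filtered low-quality reads, mapped clean reads with HISAT2 and called circRNAs with find_circ, at a read count of at least 2, and with CIRI2, keeping locations found by both. The counts are the back-splice junction reads per circRNA and library as deposited by the authors, without normalization. The values named TPM were made by the authors from these counts as readCount × 1000000 / libsize, where libsize is the sum of the circRNA read counts, so that they are CPM values without a length term. This was checked on the deposited values, which differ from that formula by at most 4.99e-06. The table of circRNAs gives their location, strand, spliced length, host gene and the junction and non-junction reads that the authors counted in each library, and its junction reads are the same as in the count table (0 differ). It also names 10 further samples that have no counts in the count table and were not used. A list of predicted pairs of miRNA and circRNA holds names alone. The genome build and the versions of the authors' tools are not named in the paper's text, and locations are given as in the files.

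The counts summed to 121334 junction reads over the libraries. The smallest count above 0 is 2, no count of 1 occurs, and 68.8% of the counts above 0 are under 10, so that small changes of most circRNAs are not detectable at this depth. A group with 3 reads or fewer in every library was treated as at the floor: folds against it are lower bounds computed against 3 reads per library, and no fold is given where both groups are at the floor. These bounds take a 0 as a count of no reads. For circ_0011446 (MYPN), with 2 to 3 reads in each IMPA library, 3 reads is not an upper limit, and its ratio is not a bound. Where a 0 stands for 1 read, 3 reads is too low a limit and the bounds are too tight. They do not hold if a circRNA was left out of a library by the calling. Intervals and limits cover counting error only, since the reads carry no molecular identifiers.

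Differences between IMA and IMPA were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest, a prior count of 2, over the 1294 circRNAs with a count above 0 in at least 5 libraries (33 were not tested), and Benjamini-Hochberg adjustment at 0.01, the q-value threshold of the paper. DEGseq, which the paper names, was not used. Normalized TPM means counts per 1000000 with TMM factors. The following were set before the data were examined: the design and threshold, the alternatives (DESeq2 1.42.0 size factors, no TMM, uniquely mapped reads of Table 1 as library sizes, no filter, filterByExpr, a mean count of at least 10, DESeq2's Wald test with and without betaPrior, limma 3.58.1 voom, an exact binomial test, a threshold of 0.05, the replicate number as a block, and each library left out), the lists of striated muscle, adipocyte and fibroblast and matrix genes, and the rule for the circRNAs that are named. That rule takes the 16 circRNAs of Table 2, up to 5 further circRNAs in each direction with the smallest adjusted p under 0.05, the 5 circRNAs with the highest mean TPM, and the other circRNAs of COL5A1, ITGAV and LMO7. Further alternatives, a list of cell cycle genes, the check of the circular share and the check of zeros in abundant circRNAs were chosen after the data were seen. Lists were tested with fry, and camera with a preset correlation of 0.01 was an alternative. Host genes of Table 2, and cell cycle genes whose circRNAs had been looked at, were left out of the list tests.

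Measures per library (circRNAs detected, median log10(TPM + 1), junction reads per 1000000 clean reads, exon share) were compared by exact permutation tests over all 252 label assignments, two-sided and with libraries taken as independent, with Benjamini-Hochberg adjustment over the 4 measures. The separation of the groups was tested by the pseudo-F over every split of the libraries. Correlations across chromosomes used 100000 permutations. Circular share was computed as 2 times the junction reads over the sum of 2 times the junction reads and the non-junction reads, over 690 circRNAs with both kinds of reads in every library. Group comparisons of non-junction reads used the same edgeR test. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used for the rest. The differential test was tested on simulated data: of 197 changed circRNAs it called 46.7%, or 82.6% of the 46 with a mean count of at least 10, with 0 calls among unchanged circRNAs. The simulated changes were 2-fold or 4-fold, with the same dispersion for every circRNA. These rates do not hold for smaller changes.

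The replicate numbers of the labels were checked for a pairing of the groups: residual correlations between libraries of the same number were -0.05 to 0.01, so the numbers were not taken as pairs. At these low counts the check could miss a pairing. Small RNA libraries, qRT-PCR wells and the target gene predictions for miRNAs have no counts among the data analysed here and were left out, apart from the paper's ΔCt values, which are marked as the paper's. The GC content of the circRNAs was not tested, since no genome sequence was used.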

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

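The tests of non-junction reads, of zeros in abundant circRNAs and of the circular share below were chosen only after the result was seen.

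In 74 groups of 5 libraries, each library was compared with the others of its group, and 5 stood apart; chance gives 3.7 at about 1 in 20 groups, so the number is close to what chance gives. For circ_0005870 (COL5A1), IMPA3 was the only IMPA library with reads (223 normalized TPM, from 3 reads, against 0 in the others), so the gap was the whole range (a ratio of 1). For circ_0005478 (SLTM), IMPA3 was at 15578 against 12745 to 12926 normalized TPM in the other IMPA libraries, a gap of 0.936 of the range, and the circRNA was short of 0.01 without IMPA3 and also without IMA1. For circ_0011330 (RARB), IMPA1 was at 3946 against 2167 to 2335, a gap of 0.906 of the range, and for circ_0010171 (PLXND1), IMPA5 was at 2829 against 1501 to 1647, a gap of 0.890 of the range; neither circRNA was past 0.01. The exon share of IMA4 was 97.2% against 96.5% to 96.6% in the other IMA libraries, a gap of 0.774 of the range. No technical or biological explanation of these 5 values was tested.

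The circRNA of EEFSEC (circ_0010189), which the paper does not report, was lower in IMA, with a log2 fold change of -1.96 and at least 73 reads in each IMPA library. Its counts were 0 in IMA2 and IMA3 and up to 33 in the other IMA libraries. A chance absence of reads at this depth is argued against, since 30.1 to 35.8 reads were expected in those libraries and a negative binomial count of 0 has a probability of 2.44e-10. Similar gaps occurred elsewhere. With the zeros of circ_0010189 itself counted in, 17 zeros in 14 circRNAs fell in groups whose libraries with reads averaged at least 10. Of these zeros, 10 were in IMA and 7 in IMPA. Among those of other circRNAs was circ_0007034 (GPCPD1) in IMA5, with a mean of 87.8 reads in the other IMA libraries. A candidate explanation of the zeros is therefore that the calling of circRNAs per library left out single libraries, so that a 0 there means not called. Without IMA2 and IMA3 the circRNA was still lower in IMA (log2 fold change -1.19, edgeR adjusted p = 8.61e-05, Benjamini-Hochberg), so the zeros account for part of the size of the change and not for its direction. DESeq2's Wald test did not call it (adjusted p = 0.504, Benjamini-Hochberg; 9.66e-39 to 0.518 over its alternatives). The stage of induction stays open as the explanation of the remaining difference.

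The paper does not report on the non-junction reads at the sites of circRNAs. The circular share computed from them was 8.80% to 9.82% in IMPA and 10.2% to 11.0% in IMA, a difference of 1.29 percentage points (exact permutation test, two-sided, p = 0.00794, n = 5 each), and it was higher in IMA for 509 of 690 circRNAs (73.8%). A minimum count that acts together with the lower depth of IMA is argued against, since the difference was 3.31 percentage points among the 93 circRNAs with a mean count of at least 20. A few circRNAs with most of the reads are argued against as well, since the median share over circRNAs differed by 1.87 percentage points. With each library left out in turn, the difference was 1.17 to 1.43 percentage points. A difference in library quality between the groups cannot be told apart from the stage of induction: 0 of the 5 IMA libraries had a mapped share within the range of IMPA (54.78% to 65.24% against 80.63% to 95.3%), and the GC content of the reads differed in the same way. A change of circRNAs relative to linear RNA with differentiation stays open and may apply to the set as a whole.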

How the results depend on the processing

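The settings in the second paragraph, the alternatives of the adipocyte, fibroblast and matrix, and cell cycle lists and those of the circular share were chosen only after the result was seen. The numbers of circRNAs called depended on several choices. The 6 circRNAs higher and 6 lower in IMA became 6 and 2 without TMM, with 7 of the 16 circRNAs of Table 2 past 0.01 in place of 11, and 8 and 1 with the uniquely mapped reads as library sizes, with 6 of the 16. Scaling therefore sets the balance of the directions: these choices move the median log2 fold change of all tested circRNAs from -0.08 to -0.01 and 0.17. With filterByExpr, and likewise with a mean count of at least 10, 3 were higher and 10 lower, because circRNAs near the floor in IMPA are no longer tested and fewer tests are adjusted for. The exact binomial test on summed counts, which has no term for the spread between libraries, gave 20 higher and 32 lower and all 16 of Table 2. An adjusted p under 0.05 gave 12 lower. Left out in turn, the 10 libraries gave 5 to 6 higher, 2 to 6 lower and 6 to 11 of Table 2; 2 were lower without IMA1, IMPA3 or IMPA5 and 3 without IMPA1, and 6 of Table 2 were past 0.01 without IMA1 or IMPA5. The circRNA of MYBPC1 is no longer tested when an IMA library is left out, because it then has reads in 4 libraries. DESeq2's size factors, no low-count filter, DESeq2's Wald test with and without betaPrior and limma voom left the 3 counts within 1.5 times these values. No pairing by replicate number showed (residual correlations -0.05 to 0.01), though counting error at this depth could hide one. With the replicate block, 6 were higher and 5 lower, and 10 of Table 2 were past 0.01.

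Of the settings chosen after the data were seen, DESeq2 with betaPrior and an adjusted p under 0.05 gave 10 lower, the same without filters gave 7 higher and 8 lower, and an unadjusted p under 0.001 with betaPrior and no filters gave 10 higher and 10 lower. Leaving the 5 most abundant circRNAs out of library sizes without TMM gave 2 lower and 7 of Table 2, as without TMM alone. The removal of a trend with spliced length left 6 higher and 5 lower.

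Among single circRNAs, none of Table 2 reversed, and 4 others did, all far from the threshold. The log2 fold change of UBE3A (circ_0009593) was 0.0297 without TMM, 0.21 with uniquely mapped reads and 0.031 without the 5 most abundant circRNAs, against -0.04, and that of SLC30A7 (circ_0001923) was 0.16 with uniquely mapped reads, against -0.09, both following the shift of the median. For LMO7, circ_0006496 went from 0.04 to between -0.20 and 0.37 with a library left out (negative without IMA1, IMA3, IMPA1 or IMPA5), and circ_0006504 from -0.41 to between -0.71 and 0.0204 (positive without IMPA5). Of 486 alternatives of single circRNAs, 409 kept direction and side, 31 fell short of the threshold, 42 newly passed it and 4 reversed. Of the 305 with a library left out, 271 kept both, 27 fell short, 2 newly passed and 5 reversed.

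The difference in junction reads per 1000000 reads, IMA minus IMPA, was -37.3 relative to clean reads and 24.1 relative to uniquely mapped reads (exact permutation p = 0.00794 for each, n = 5), because the mapped share differs. The difference in exon share, 0.315 percentage points, was -0.134 when weighted by junction reads and 0.307 with a count of at least 5 (exact permutation p = 0.373 and 0.151, n = 5), and 0.183 to 0.367 with a library left out, short of 0.05 without IMPA1, IMPA2 or IMPA5. The cause was not tested. The difference in median log10(TPM + 1) was 0.047 over counts above 0, past the threshold with an exact permutation p of 0.0159 (n = 5), where IMPA and IMA differ in how many counts are 0. CircRNAs detected, the separation of the groups, the correlation with chromosome length, the predicted miRNAs and the circular share kept their direction and side of the threshold under each alternative tried.

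The p values of lists here come from the linear model of fry or camera; drawn splits of the libraries are given in the observations. For the striated muscle list, the fry p of 0.0242 became 0.0655 with the replicate block and 0.00862 to 0.0548 with a library left out, above 0.05 without IMPA1, IMPA2 or IMPA3. Its Benjamini-Hochberg adjusted p over 3 lists (fry) was 0.05 or more in 9 of the 10 fits with a library left out (0.0259 to 0.105), and also with the replicate block, with camera and with no low-count filter. For the adipocyte list, the fry p of 0.0324 became 0.119 with camera and 0.00477 to 0.0698 with a library left out, above 0.05 without IMA1, IMA2, IMA3, IMPA3, IMPA4 or IMPA5. The adjusted p of this list (fry, Benjamini-Hochberg) was 0.05 or more in 9 of the 10 fits with a library left out as well (0.0143 to 0.105), and with camera, the replicate block (0.0983) and no low-count filter (0.066). Each list holds 3 circRNAs, few enough for a single library to move it, and neither list is robust at its adjusted p. The fibroblast and matrix list changed direction, without passing 0.05, when the host genes of Table 2 were kept (a fry p of 0.302), since CEMIP then adds 6 circRNAs that are lower in IMA. The cell cycle list stayed under 0.05 in each alternative (3.65e-05 to 0.00231). Low counts also limit the calls of single circRNAs: on simulated data, 46.7% of changed circRNAs were recovered, against 82.6% of those with a mean count of at least 10. The simulated changes were at least 2-fold. These rates do not hold for smaller changes, such as the log2 fold change of -0.55 of SLTM (circ_0005478).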

Differences from the paper's values

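The number of exon-derived circRNAs per library was 1192 in IMPA and 1110 in IMA, against the paper's about 3100 for IMPA and about 2900 for IMA in Fig. 1C, read by eye. Intron-derived circRNAs numbered 32.4 in IMPA and 27.4 in IMA, against the paper's about 74 and about 63 in Fig. 1C, read by eye, and intergenic circRNAs 12.6 and 10.8, against the paper's about 27 and about 25 in Fig. 1C, read by eye. The alternatives set before the data were examined, a count of at least 5 and each library left out, could not close these gaps, since the deposited table holds 1327 circRNAs in all and a higher minimum count lowers the numbers. Whether Fig. 1C counts a larger set of circRNAs than the deposited one is not known.

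From the paper's own ΔCt values, the log2 fold change in qRT-PCR was 0.89 for circ_0003129 (WHSC1) and 0.81 for circ_0009231 (CEP112), higher at day 3, against the paper's about -0.45 and about -0.3 in Fig. 3, read by eye. The change of circ_0009231 lies within the SD of its day 0 values (1.07), so its direction is not settled. No alternative was set for these values.

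For circ_0009924 (STAC), the log2 fold change was 2.22 (standard error 0.68), against the paper's 1.3365 in Table 2. Of the alternatives set before the data were examined, DESeq2's Wald test with betaPrior gave 1.34. Leaving out IMA4, IMPA1, IMPA2 or IMPA5 gave 1.99, 1.90, 1.95 and 1.88. All of these lie within the standard error of the paper's value. The other 14 gave 2.12 (without IMA5) to 3.21 (without IMPA4) and did not close the gap. With betaPrior, the log2 fold changes of all 16 circRNAs of Table 2 lay within 0.02 of the paper's values.

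The paper gives all circRNAs of Table 2 as past its threshold. Here the circRNAs of FHOD3, STAC, ITGAV (circ_0000946), CAMSAP1 and WWOX were not (edgeR adjusted p = 0.073, 0.0922, 0.0124, 0.0529 and 0.0111, Benjamini-Hochberg). Among the settings set before the data were examined, the exact binomial test on summed counts called all 5. ITGAV was also called by DESeq2's Wald test with and without betaPrior and by limma voom, CAMSAP1 by limma voom and without IMA5, and WWOX with no low-count filter, with filterByExpr, with a mean count of at least 10, with the replicate block and without IMPA4. At an adjusted p under 0.05, ITGAV and WWOX were past the threshold as well. Settings chosen after seeing the values also call them: DESeq2 with betaPrior and an unadjusted p under 0.001 without filters placed all 16 past its threshold, DESeq2 with betaPrior and an adjusted p under 0.05 placed 13, and the same without filters placed 15. The p values of Table 2 lie near the unadjusted p of DESeq2's Wald test with betaPrior. For FHOD3 they are 0.000301 and 0.000305, and for STAC 0.000591 and 0.000626. With Benjamini-Hochberg adjustment, that test gave 0.0304 for FHOD3 and 0.0506 for STAC, and placed 10 of the 16 past 0.01. An unadjusted p in place of a q-value would therefore account for much of the gap.

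The paper describes fewer circRNA transcripts in IMPA than in IMA. Here 1237 circRNAs were detected per library in IMPA and 1148 in IMA, and the median log10(TPM + 1) was 2.67 and 2.69. Over counts above 0 this median was 2.70 and 2.75, in the direction the paper gives. A read corresponds to more TPM in the shallower IMA libraries, and the median count above 0 was lower there (mean 6 against 6.8 in IMPA). The higher TPM median is therefore not evidence of more circRNA transcripts in IMA. The paper's range of clean reads for IMPA begins above the smallest IMPA library of its Table 1, which has 84676776. The paper names Focal adhesion and the PI3K-Akt signaling pathway among the enriched pathways, and the paper's own corrected p for them in Supplementary Material S1 is 0.0905 and 0.152.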

Other observations

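The tests of the host transcripts, of the cell cycle list, of spliced length in each direction and of drawn splits for the adipocyte, fibroblast and matrix, and cell cycle lists were chosen only after the result was seen.

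Other splits of the 10 libraries into 5 and 5 seldom gave as many calls. Of 100 splits drawn, the real one included, 1 gave as many circRNAs higher and 1 as many lower, which in each case is the real split. For the circRNAs of Table 2 past 0.01 it was likewise 1, but the authors chose that list on the real split, so this count decides nothing about chance. The pseudo-F of the separation was 1.99 after every library was thinned to the smallest total, still the largest of all splits (next 1.37), which argues against a difference in junction read depth as its cause.

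Several technical explanations of the called circRNAs were tested. Spliced length was weakly correlated with the log2 fold change across circRNAs (Spearman's rho = 0.112). After the length trend was removed, 6 of the 6 circRNAs called higher were still past the threshold, which argues against spliced length bias for these, and 3 of the 6 called lower, for which it stays open. The 5 most abundant circRNAs took 6.21% of the junction reads in IMPA and 6.15% in IMA (exact permutation p = 0.722, n = 5 each), which argues against a few circRNAs taking most of the reads. The expectation written beforehand also said that the calls would stay when these circRNAs are left out of the library sizes, and they did not: 6 were higher and 2 lower. The same 6 and 2 came from leaving out TMM alone, so that this change goes with the scaling rather than with the 5 circRNAs.

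A change in the level of the host transcript was tested on non-junction reads, which stem in large part from linear RNA of the same exons. For the circRNAs called higher, 4 of 6 had such reads in every library, and their median log2 fold change was 0.26 in non-junction reads against 1.56 in junction reads (0.04 for VASH2, 0.26 for each circRNA of LMO7, 0.85 for MYPN). This argues against a change of the host transcript alone as the cause of the rise of these 4. The circRNAs of MYBPC1 and COL5A1 are not covered, since their non-junction reads are not listed in every IMPA library. For 5 of the 6 called lower, the median was -0.30 against -0.70, and members went apart: -1.22 for CEMIP, -0.37 for EHMT1, -0.30 for SLTM, -0.19 for WHSC1 and 0.00 for CEP112. The non-junction reads fell less than the junction reads in 4 of these 5 and farther for CEMIP (-1.22 against -0.59). With so few circRNAs, which go apart, a part of the host transcript in the fall cannot be told apart from a change of the circRNA. Over all 690 circRNAs with such reads, changes in both kinds of reads were weakly correlated (Spearman's rho = 0.193). The non-junction reads at circ_0004263 of PLIN2, a gene of lipid droplets, rose by 1.94 on the log2 scale (edgeR adjusted p = 1.51e-14, Benjamini-Hochberg), in 5 of 5 IMA libraries above every IMPA library, with a log2 fold change of 1.60 in its junction reads (edgeR adjusted p = 0.0752, Benjamini-Hochberg). PLIN2 was singled out after its values were seen.

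Several host genes of circRNAs higher in IMA encode proteins of striated muscle (MYBPC1, MYPN, LMO7, FHOD3, STAC). With the host genes of Table 2 left out, the list of striated muscle genes held 3 circRNAs, of PAX7, PALLD and ATP2A1, with log2 fold changes of 0.16, 1.17 and 1.62, the last of them a fitted value near the floor (median 1.17, or 0.22 with it at its bound; fry, limma, Benjamini-Hochberg adjusted p = 0.0486 over 3 lists). As many as 2 of the 100 splits, the real one included, gave as small a fry p (0.0242 in the linear model). With camera the Benjamini-Hochberg adjusted p was 0.1, and over all alternatives it was 4.09e-05 to 0.105, at 0.05 or more in 12 of 15 alternatives. None of the 3 passed 0.05 alone (edgeR adjusted p = 0.251 to 0.844, Benjamini-Hochberg), and their mean TPM was 1084, 449 and 168. With the host genes of Table 2 kept, fry gave 1.36e-05 over 16 circRNAs, a set that the study picked from these libraries. Non-junction reads at circ_0002854 (MYBPC1) numbered 1187 to 1503 in the IMA libraries. They are not listed for IMPA, so that no change can be given. Those at circ_0011446 (MYPN) rose by 0.85 on the log2 scale (edgeR adjusted p = 6.85e-08, Benjamini-Hochberg). RNA of muscle cells in the IMA cultures cannot be told apart from a change in the adipocytes. The 3 circRNAs are too few to decide, and the non-junction reads do not show which cells they come from. The adipocyte list, with INSR, PLIN2 and PDE3B, had a fry p of 0.0324 (Benjamini-Hochberg adjusted p = 0.0486; median log2 fold change 0.12, 2 of 3 higher; 3 of the 100 splits as large), and its adjusted p was 0.05 or more in 12 of 15 alternatives. The fibroblast and matrix list of 14 circRNAs had a fry p of 0.551 (median 0.12, 9 of 14 higher; 56 of the 100 splits as large).

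CircRNAs of cell cycle genes were lower in IMA: 20 of 21 circRNAs from 13 host genes had a lower value, with a median log2 fold change of -0.59 (-0.57 with a circRNA near the floor at its bound). The fry test on the linear model gave 0.000524, and 1 of the 100 splits, the real one, was as large. Without TMM the median was -0.52. None of the 21 passed 0.05 alone (edgeR, Benjamini-Hochberg), and the pattern was noticed in these data before the list was written, although the genes first noticed (KIF20B, HELLS, CIT, CENPJ and USP1) were left out. Fewer dividing cells in IMA than in IMPA may explain it; a technical difference between the groups was not excluded.

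Fewer junction reads relative to clean reads in IMA may reflect reads from outside the goat genome that dilute the IMA libraries, since the difference became 24.1 more junction reads per 1000000 uniquely mapped reads in IMA. The origin of the unmapped reads was not tested, and the stage of induction and library quality stay open. CircRNAs of 1 host gene tended to change together: the correlation of log2 fold changes among circRNAs of the same host was 0.152 (permutation p = 0.00239, 612 circRNAs of 241 hosts). It was 0.685 among the 78 circRNAs of 33 hosts with a mean count of at least 10, and 0.239 when the hosts of Table 2 were left out.

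No libraries appeared to be duplicates: chi-square per degree of freedom between libraries of a group was 1.16 to 1.87, where repeated counts of 1 sample give about 1. The mapped reads that Table 1 gives for IMA4, 4935928, are fewer than its uniquely mapped reads, 46064921. In the deposited table, 4 circRNAs had reads in all 5 IMA libraries and in no IMPA library, and 1 had reads in all 5 IMPA libraries and in no IMA library.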
